# Divergent patterns of endogenous small RNA populations from seed and vegetative tissues of *Glycine max*

**DOI:** 10.1186/1471-2229-12-177

**Published:** 2012-10-02

**Authors:** Gracia Zabala, Edhilvia Campos, Kranthi K Varala, Sean Bloomfield, Sarah I Jones, Hlaing Win, Jigyasa H Tuteja, Bernarda Calla, Steven J Clough, Matthew Hudson, Lila O Vodkin

## Abstract

**Background:**

Small non-coding RNAs (smRNAs) are known to have major roles in gene regulation in eukaryotes. In plants, knowledge of the biogenesis and mechanisms of action of smRNA classes including microRNAs (miRNAs), short interfering RNAs (siRNAs), and trans-acting siRNAs (tasiRNAs) has been gained mostly through studies with *Arabidopsis*. In recent years, high throughput sequencing of smRNA populations has enabled extension of knowledge from model systems to plants with larger, more complex genomes. Soybean (*Glycine max*) now has many genomics resources available including a complete genome sequence and predicted gene models. Relatively little is known, however, about the full complement of its endogenous smRNAs populations and the silenced genes.

**Results:**

Using Illumina sequencing and computational analysis, we characterized eight smRNA populations from multiple tissues and organs of soybean including developing seed and vegetative tissues. A total of 41 million raw sequence reads collapsed into 135,055 unique reads were mapped to the soybean genome and its predicted cDNA gene models. Bioinformatic analyses were used to distinguish miRNAs and siRNAs and to determine their genomic origins and potential target genes. In addition, we identified two soybean *TAS3* gene homologs, the miRNAs that putatively guide cleavage of their transcripts, and the derived tasiRNAs that could target soybean genes annotated as auxin response factors. Tissue-differential expression based on the flux of normalized miRNA and siRNA abundances in the eight smRNA libraries was evident, some of which was confirmed by smRNA blotting. Our global view of these smRNA populations also revealed that the size classes of smRNAs varied amongst different tissues, with the developing seed and seed coat having greater numbers of unique smRNAs of the 24-nt class compared to the vegetative tissues of germinating seedlings. The 24-nt class is known to be derived from repetitive elements including transposons. Detailed analysis of the size classes associated with ribosomal RNAs and transposable element families showed greater diversity of smRNAs in the 22- and 24-nt size classes.

**Conclusions:**

The flux of endogenous smRNAs within multiple stages and tissues of seed development was contrasted with vegetative tissues of soybean, one of the dominant sources of protein and oil in world markets. The smRNAs varied in size class, complexity of origins, and possible targets. Sequencing revealed tissue-preferential expression for certain smRNAs and expression differences among closely related miRNA family members.

## Background

High-throughput sequencing technology has become the most powerful method for global analysis of small RNA (smRNA) populations, revealing the levels of complexity in plants and other eukaryotes [1-5]. The evidence has been well documented for several endogenous smRNAs classes spawned through multiple biogenetic pathways requiring diverse molecular complexes and networks involving DICER-LIKE (DCL), ARGONAUTE (AGO), and RNA-dependent RNA Polymerase (RDR) conserved protein families [6]. In the model plant *Arabidopsis,* whose genome encodes four DCLs, ten AGOs and six RDRs, at least four endogenous smRNA-generating pathways have been uncovered so far (reviewed by [7-9]): microRNAs (miRNAs), short interfering RNAs (siRNAs), transacting siRNAs (tasiRNAs), and natural antisense siRNA (natsiRNA).

The microRNAs (miRNAs) are derived from miRNA genes consisting of inverted repeated pseudo-gene sequences that upon transcription generate double stranded RNA (dsRNA) substrates that are cut into 21-nucleotide (nt) fragments by the DCL1/AGO1 complexes. In most instances *MIRNA* genes generate multiple copies of a single miRNA that direct post transcriptional regulation of transcripts from a variety of genes. While miRNAs are evolutionary ancient, more recent duplications and inverted regions in the genome can be the source of dsRNA that also triggers the production of 21- and 22-nt short interfering (siRNAs) which also operate primarily at the post-transcriptional level.

The 24-nt class of small RNAs are also processed from dsRNA synthesized by the plant-specific RNA polymerase IVa (Pol IVa) followed by RNA-dependent RNA polymerase 2 (RDR2) reverse transcription and cutting by DCL3/AGO4(AGO6) into 24-nt siRNAs. These siRNAs arise from highly repetitive sequences, transposons, and retroelements and can also silence genes at the transcriptional level by directing DNA methylation in conjunction with AGO4 and methyl transferase HEN1 [10-12]. Unlike miRNAs, the siRNA loci produce multiple, overlapping clusters of small RNAs [6,13] generally on both strands.

The transacting siRNAs (tasiRNAs) are the products of an miRNA guided DLC4/AGO1(AGO7)/RDR6 complex that converts *TAS* transcripts from specific *TAS* genes into dsRNAs that are cut into sequential phased 21-nt fragments. The tasiRNAs target mRNAs in *trans* in a fashion resembling miRNAs [14-16]. Finally, the natural-antisense siRNA (nat-siRNA) are 21-nt fragments resulting from the DCL2/AGO/RDR6 action on dsRNA sense- and antisense-transcript pairs induced by abiotic or biotic stress. They have been shown to be post-transcriptional regulators of genes involved in pathogen defense and stress responses in plants [17,18].

The high throughput sequence outcomes from different plant species have revealed the great abundance and complexity of these smRNA endogenous populations. The focus has been those sequences with high repetitions ranging in size between 21 to 24 nt. In turn, the smRNA sequence length has become an indicator of the DCL enzyme and the pathway generating them. The miRNAs are mostly 21 nt and the result of the DCL1 containing complex. On the other hand, the majority of the siRNAs representing highly repetitive elements are processed from double stranded RNA (dsRNA) synthesized by the plant-specific RNA polymerase IVa (Pol IVa) followed by RNA-dependent RNA polymerase 2 (RDR2) reverse transcription and diced by DCL3 into 24-nt siRNAs. Other siRNAs, 21 nt in length, are derived from genomic regions with inverted repeats or inverted repeated genes. These siRNAs are most likely processed from single-stranded hairpin RNA precursors in a process resembling miRNA biogenesis. Some of these siRNAs might represent “evolving miRNAs” that target endogenous genes with sequence similarity. Recently, it was discovered that low abundance 22-nt miRNA/transacting siRNA products of DCL1/DCL2) bind to specific AGO/DCL/RDR2 complexes to produce dsRNAs and a second wave of phased secondary (or transitive) siRNAs from the regions surrounding their target sites [19]. The 21-nt tasiRNAs are the product of miRNA-directed fracturing of *TAS* transcripts via the pathway involving the DCL4/RDR6 complex [16].

Three of the six *Arabidopsis* RDRs (RDR1, RDR2 and RDR6) have orthologs in many plant species, an indication that these proteins are conserved [20]. The functions of RDRs depend on the DCL (1-4)/AGO (1-10) complex they recruit. One would expect that the larger and more complex a plant genome is, the higher the diversity in effector proteins may be. As evidence, the rice plant has five DCLs and 19 AGO family members belonging to seven families [21,22]. This variability between these two plant species may suggest the likelihood that plants with even larger repetitive genomes (>60%), such as soybean and maize, may have evolved additional variation in the components of gene silencing complexes, the smRNA classes they generate, and the genes that are regulated and silenced. Initial computational estimates have identified seven DCL homologs in soybean including highly conserved homologue copies of the four canonical DCLs which may be the result of two to three rounds of genome duplications in the last 45 million years [23]. An example of the added smRNA complexity found so far in soybean is the large collection of siRNAs (21 and 22 nt) that silence the nine members of the chalcone synthase (*CHS*) gene family in soybean seed coats [24]. In maize, on the other hand, a significantly larger number of 22-nt siRNAs have been found in root and shoot tissues that function differently from the 21- and 24-nt siRNAs based on their origin and targeted genes [4]. In contrast, this 22-nt siRNA class is lacking in other monocots such wheat, barley and rice [25].

Global smRNA sequencing studies in several plant species have shown shifts in the pools of the different smRNA classes in various tissues/organs. In general, plant cells have a small number of unique and highly abundant 21-nt miRNAs and a large number of diverse siRNAs, mainly 24-nt in size [1]. In *Arabidopsis* beside finding smRNA differences in tissue expression, the siRNA population as a whole is larger in inflorescence than in seedlings suggesting that PolIVa may be developmentally regulated [9,26].

In maize where >85% of the genome consists of transposable elements [27], the largest numbers of reads were 21 nt in the root while in the shoot the most abundant reads were 24 nt. The 22-nt size class had significant number of repetitions in both tissues and based on the origin and targeting region of genes it was proposed that the 22-nt siRNAs function differently from the 21- and 24-nt siRNAs [4].

To date, four small RNA sequencing studies focused mainly on miRNAs have been reported for the soybean (*Glycine max*) [28-31]. Here we document the small RNA sequence populations obtained through the Illumina short-read SBS (sequencing by synthesis) method [32] in multiple tissues of the yellow seed soybean varieties (early development whole seed, seed coat, cotyledons, germinating cotyledons, shoot and leaf stages) and the seed coat of a black seed variety. Each tissue’s smRNA population was sorted into the different smRNA groups (miRNA, siRNA) based on annotations of existing databases, sequence length, abundance and tissue specific expression. The genomic origin of numerous miRNAs and possible targets were determined by mapping to the soybean genome and predicted cDNA gene models. A comprehensive analysis of the family members of all miRNAs present in these seed and vegetative tissues is presented. Tissue differential expression based on the flux of normalized miRNA and siRNA abundance in the eight smRNA libraries was prevalent, some of which was confirmed by small RNA blotting. We also focused on siRNAs and their associated genes as well as those derived from a largely repeated 26S ribosomal DNA (rDNA) containing genomic sequence and those matching transposon sequences. Evidence is also presented for two *G. max TAS3* genes and derived tasiRNAs. Comparison of seed and non-seed tissues revealed that the size classes of small RNAs varied amongst different tissues with the developing seed and seed coat having greater numbers of unique small RNAs of the 24-nt class compared to the vegetative tissues of germinating seedlings.

## Results

### Sequencing and computational analysis of small RNA populations from multiple soybean tissue and organ systems

Given the increasingly diverse and significant role endogenous non-coding smRNAs play in gene regulation, development, and response to biotic and abiotic stress, we determined the size and composition of smRNA pools in multiple organs of the soybean plant. 

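Of the 8 small RNA libraries, 4 are covered by the files used here, with 1 library per tissue and no replicates. They are whole seed at 12 to 14 days after flowering (Williams), germinating cotyledon (Williams), stem (PI194639) and leaf (PI462312). The leaf line is that of Table 1, while the paper's figure of ribosomal small RNAs prints PI194639 under its leaf bars. The seed coat libraries and the immature cotyledon library were not analysed here. Table 1 gives the germinating cotyledon as 7 days old, and the Methods give 2 weeks. For stem and leaf Table 1 gives 2 weeks and 1 month, and the Methods give 2 to 4 weeks for both. Each deposited file listed the same 135055 sequences with the number of reads the authors counted in that library, without normalization. Sequences under the authors' minimum were listed at 0. The smallest nonzero count was 5 in whole seed, 16 in germinating cotyledon, 5 in stem and 10 in leaf, so a 0 stands for fewer reads than that and not for absence.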

The tissues/organs selected included very young (12-14 days after flowering) whole seed, and dissected seed coats and cotyledons from mid-maturation embryos, as well as the cotyledon, stem and leaf from germinating or adult tissues (Table 1 and Materials and Methods for details). 

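The counts in the files summed to 1423628 reads in whole seed, 8629255 in germinating cotyledon, 2355264 in stem and 5400538 in leaf. These sums were 47.5%, 69.0%, 56.1% and 88.5% of the total reads in Table 1, which are 3.0, 12.5, 4.2 and 6.1 times 1000000 reads. Normalized reads (RPM) are counts divided by these totals of Table 1 and multiplied by 1000000, as in Tables 2 and 3. In each file 1 sequence had no readable count and was left out. Intervals are exact 95% intervals, Clopper-Pearson for shares and Poisson for counts. They cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules. Without replicates no difference between tissues could be set against variation between plants, and the stem and leaf libraries also came from other lines than the seed libraries.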

The low molecular weight (LMW) or total RNA extracts were fractionated further at Illumina following their preparative protocol for SBS sequencing on the Illumina Genome Analyzer (see Materials and Methods).

**Table 1:** Summary of small RNA sequencing from diverse tissues and organs of soybean

**Tissue/Organ**^**a**^	**Stage**^**a**^	**Line**^**b**^	**Library code**	**GEO sample number**^**c**^	**Total reads (Millions)**	**Number of uniques**^**d**^	**Number matching miRBase**^**e**^	**Percent match to genome**^**f**^
Whole seed	12-14 DAF	Williams	WS	GSM899820	3.0	38749	393	84
Seed coat	Immature	Richland	SCR	GSM543393	2.9	32846	475	85
Seed coat	Immature	Williams 55	SCM	GSM543396	6.1	35413	263	92
Seed coat	Immature	Williams	SCW	GSM543394	2.9	27343	525	87
Cotyledon	Immature	Williams	Cot	GSM543395	3.0	27288	390	85
G. Cotyledon	7 day seedling	Williams	GCot	GSM899821	12.5	38961	876	80
Stem	2 week plants	PI194639	ST	GSM899822	4.2	37539	486	59
Leaf	1 month plants	PI462312	LE	GSM899823	6.1	6855^d^	273	70

^a^Whole seed at 12-14 DAF (days after flowering); seed coat and cotyledon samples are dissected from immature, mid-maturation, green seed at fresh weight range of 50-75 mg per seed; G, germinating cotyledon from 7-day etiolated seedling; Stem, of 2-week-old plantlets, Leaf, first or second fully expanded trifoliates from 1-month-old plants.

^b^The standard Williams variety has the *i*^*i*^ genotype that specifies pigment present in the hilum with an otherwise yellow, non-pigmented seed coat. Williams 55 is a pigmented seed coat mutant line in Williams that contains the homozygous recessive genotype (*i/i*) at the *I* locus and Richland has the dominant, fully yellow *I/I* genotype.

^c^Sample accession numbers for sequence samples entered into Gene Expression Ominbus (GEO) (http://www.ncbi.nlm.nih.gov/geo/). Accession numbers to be determined.

^d^The number of unique signatures after adapter trimming are adjusted to account for increased sequencing output. The unique signatures with less than 5 reads were eliminated from libraries with approximately 3 million reads; similarly uniques with less than 10 counts were eliminated in the seed coat (Williams 55) and leaf libraries and less than 16 reads were eliminated from the germinating cotyledon library. As will be discussed in the results, the leaf library (LE) was found to contain a single superabundant miRNA signature that composed 65% of the 6.1 million total reads, thus reducing the overall diversity of unique signatures.

^e^miRBase (http://microrna.sanger.ac.uk/) the curated mature miRNA database maintained at the Sanger Institute.

^f^Percent of unique matching the Glycine max genome at Phytozome [33].

As summarized in Table 1, a total of nearly 41 million raw reads were obtained from the eight libraries. The number of unique reads from all libraries amounted to a total of 244,994. This number was collapsed to 135,055 unireads after subtracting overlapping sequences among the eight libraries under study. 

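Across the 4 libraries analysed here, 91770 of the listed signatures had a count in at least 1 library, which is 68.0% of the list. Only 2044 signatures had a count in all 4. Counts in a single one of the 4 libraries were found for 24122 signatures in whole seed, 23651 in germinating cotyledon, 21296 in stem and 1889 in leaf. These numbers depend on the authors' minimum, which differed between libraries.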

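Unique signatures with a count numbered 38748 in whole seed, 38961 in germinating cotyledon, 37538 in stem and 6855 in leaf. With a minimum of 16 reads in every library the number in whole seed fell to 7623 and that in stem to 13095. The median count per unique signature was 8 reads in whole seed, 35 in germinating cotyledon, 10 in stem and 19 in leaf.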

Each smRNA population consisted of between 6,855 - 38,961 unique reads (Table 1). These figures may represent the overall extent of the soybean small RNA population complexity for the soybean tissues studied at the specific developmental stages chosen and under optimal environmental conditions. Additional file 1 presents all 135,055 unireads, their annotations, and the normalized read counts in each library. The majority (107,278) or an average of 80% of the unique smRNA signatures mapped to the current 8X soybean genome sequence (Williams 82, an isoline of Williams) at the Phytozome database [33] using Novalign [34] as shown in Additional file 1 while relatively few (1,804) matched to the Sanger miRNA database (miRBase) [35]. Many sequences were not represented in either miRBase or the nt (nucleotide)-NCBI database [36].

### Size distribution of the smRNA populations reveals differences in seed and vegetative tissues

The sequence length of a small RNA is a predictor of its biogenetic pathway and functionality in accordance with its corresponding smRNA class and thus, examining the range of sizes of the unireads in each population sample is informative. 

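Among unique signatures of 19 to 25 nt, the whole seed library had 17277 of 24 nt and 4902 of 21 nt, a log2 ratio of 1.82 (95% interval 1.77 to 1.86). The germinating cotyledon library had 3070 of 24 nt and 8100 of 21 nt, a log2 ratio of -1.40 (-1.46 to -1.34). In stem the numbers were 767 and 10663, a log2 ratio of -3.80 (-3.90 to -3.69). In leaf they were 867 and 2226, a log2 ratio of -1.36 (-1.48 to -1.25). When reads were counted in place of unique signatures, the log2 ratio in whole seed changed sign to -0.97, while the other 3 libraries kept theirs. Signatures below 19 nt, which lie outside the size classes, made up 25.1% of the unique signatures in stem, and those above 25 nt made up 26.2% in germinating cotyledon and 13.3% in leaf.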

The smRNA signatures ranging in length between 19 and 25-nt were taken into account for the schematic size distribution in each tissue sample population shown in Figure 1A and B. The 24-nt smRNAs were the most prominent class in the seed (immature coat and cotyledon) libraries while in the organs from germinating or adult plants (stem, leaf and germinating cotyledon) the 21-nt smRNAs had the largest number of unique reads (Figure 1A and B). Second in abundance in the seed smRNA libraries were the 21-nt smRNAs followed very narrowly by the 22-nt smRNAs. Interestingly, in the very young whole seed and cotyledon smRNA libraries the 22-nt signatures were more abundant than the 21-nt signatures. 

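The whole seed library held 7817 unique signatures of 22 nt, against its 21-nt class a log2 ratio of 0.67 (95% interval 0.62 to 0.73). In the 3 vegetative libraries the log2 ratio of the 22-nt to the 21-nt class was below 0, with -0.32 in germinating cotyledon, -0.33 in stem and -0.97 in leaf. Counted as reads, the log2 ratio in whole seed was 1.02. Of the 688227 reads of 22 nt there, gma-miR1512c supplied 283187 and gma-miR167e/f with 1 more base 121866. Of the 338776 reads of 21 nt, gma-miR167e/f supplied 145416. The ratio by reads thus depends on a few abundant signatures. The immature cotyledon library was not analysed here.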

The significance of these results is addressed in the discussion section.

**Figure 1:**
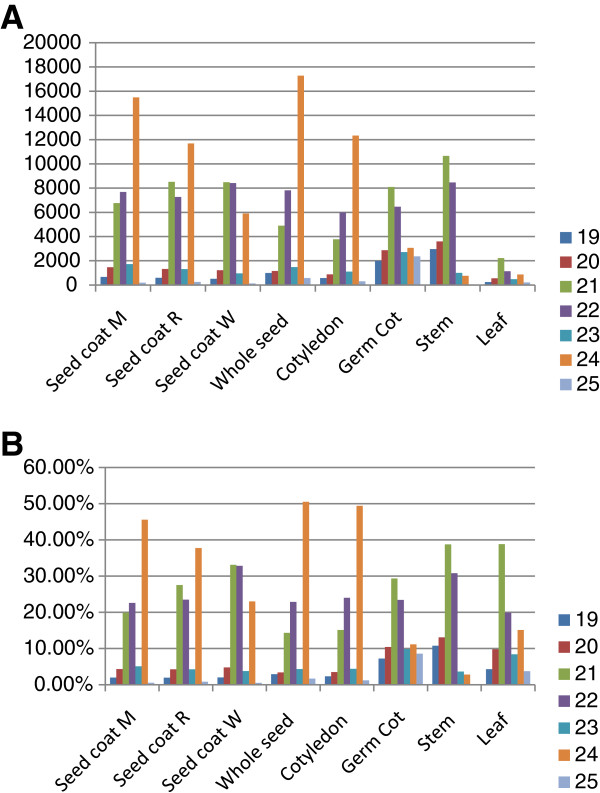
**Size distributions of smRNA sequence signatures in each tissue/organ library of soybean.** The unique signatures having lengths of 19-25 nucleotides were graphed as shown in the color code. (**A**) Sizes of the actual number of unique signatures. (**B**) Percentage of the total unique signatures. See Table 1 for library descriptions.

### Differential expression of miRNAs and identification of putative targets

Closer scrutiny of the number of occurrences of signatures best representing each miRNA in the different smRNA tissue libraries revealed differential expression patterns for some that were selected for further study. Table 2 presents the normalized number of reads (counts) per million total reads for the expression of 23 soybean miRNAs in the eight smRNA libraries. It is clear that there is wide disparity in the number of reads representing individual family members. 

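The levels of the miRNAs in leaf depend on the denominator, because a single sequence took most of the leaf reads. As an alternative, the sum of the counts in the file without gma-miR3522 and adapter signatures replaced the total reads of Table 1. The library with the highest level then changed for 6 of the 25 miRNAs with reads in these libraries. The library with the lowest level changed for 4. This alternative also replaces the sequenced totals by the reads kept in the files. Those were 47.5% of the total reads in whole seed and 88.5% in leaf. Not all changes of the highest or lowest library therefore need the removal of gma-miR3522. With the sum of all counts in the file, gma-miR156c/d/e/g was higher in stem, at 23606, than in germinating cotyledon, at 20646. By the totals of Table 1 stem was at 13238 RPM and germinating cotyledon at 14253.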

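Within the miR167 family, gma-miR167e/f, gma-miR167c and gma-miR167a/b were read in germinating cotyledon at 8512, 9253 and 401 RPM. In leaf the order was gma-miR167c at 674 RPM, gma-miR167e/f at 224 and gma-miR167a/b at 18.5. For gma-miR167e/f against gma-miR167c the log2 ratio was -0.12 in germinating cotyledon for the exact sequences. It changed sign to 0.53 when signatures holding the whole sequence with up to 2 more nt at either end were added, so the order of these members in that library depends on how length variants are counted.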

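In whole seed, gma-miR167e/f was read 145416 times, which is 48472 RPM (95% interval 48223 to 48722), and gma-miR1512c 283187 times, which is 94396 RPM (94048 to 94744). In stem gma-miR167e/f had 21 reads and gma-miR1512c had 25. In leaf gma-miR1512c was listed at 0, meaning fewer than 10 reads. The level of gma-miR167e/f in whole seed was 5.69 times that in germinating cotyledon, and the level of gma-miR1512c was 416 times that in germinating cotyledon.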

More interestingly, several of the miRNAs were abundant in either the immature seed coats or cotyledons and not in the vegetative tissues such as gma-miR167e/f (#1) and gma-miR1512c (#4). The highly preferential expression in immature seed coats was confirmed for both gma-miR167e/f (#1) and the gma-miR1512c miRNA (#4) by small RNA blots (Figure 2).

**Table 2:** Differential expression of soybean miRNAs

				**Normalized counts in each library per million reads**^a^										
	**Sequence**	**L**	**miRBase**	**Immature seed tissue**					**Vegetative tissue**			**miRNA gene origins**^**b**^	**Target glyma cDNAs**	**Annotation**
				**WS**	**SCR**	**SCM**	**SCW**	**Cot**	**GCot**	**ST**	**LE**			
1	TGAAGCTGCCAGCATGATCTT (see Figure 2A blot)	21	gma-miR167e/f	**48472**	**54106**	**9009**	**72015**	1540	**8512**	5	224	Gm20:37,901,914	20g02540.1	None
												Gm10:46,574,320	10g35160.1	Unknown function
2	TGAAGCTGCCAGCATGATCTG	21	gma-miR167c	65	412	37	281	782	**9252**	0	673	Glyma10g30370.1	20g02540.1	None
												Glyma20g36720.1*		
3	TGAAGCTGCCAGCATGATCTA	21	gma-miR167a/b	225	52	14	76	597	400	15	18	Glyma19g34240.1*	18g05330.1	Auxin response factor
												Gm10:2,640,290	02g40650.1	“
												Glyma02g16230.1*	11g31940.1	**“**
												Glyma03g31410.1*	14g38940.1	**“**
4	TAACTGAACATTCTTAGAGCAT (see Figure 2B blot)	22	gma-miR1512c	**94395**	**36802**	**44554**	**64171**	72	227	5	0	Gm02:8609718	08g17790.1	Cysteine-rich receptor- like kinase
													10g21350.1	Villin
5	CAGCCAAGGATGACTTGCCGG (see Figure 3A blot)	21	gma-miR169a	14	8	12	18	0	2042	7	32	Gm10:40,332,893	14g01360.1	Nuclear transcription factor
												Glyma09g28810.1*		
6	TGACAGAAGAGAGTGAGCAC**_**	20	gma-miR156a	3331	2150	**8462**	2190	**20788**	**22007**	**38342**	**31850**	Gm17:4,291,733	05g38180.5	Squamosa PB-like TF
												Glyma17g08280.1*	08g01450.1	“
												Glyma17g33830.1*	06g17700.1	“
												Gm14:9,431,608	04g37390.1	“
												Gm13:20,521,472	05g00200.1	“
												Gm06:4,013,580	17g08840.1	“
												Gm04:4,257,067	03g27200.1	“
												Gm02:41,864,174	19g32800.1	“
7	TTGACAGAAGA**T**AGAGAGCAC	21	gma-miR156c/d/e/g	290	4381	2889	2053	25	**14252**	**13237**	**5014**	Gm19:8,895,400	19g26390.1	Squamosa PB-like TF
												Gm09:37,843,837	13g24590.1	“
												Gm08g05430.1*	07g31880.1	“
												Gm07:9,347,149	18g36960.1	“
												Gm02:7,812,536	02g30670.1	“
												Gm08:3,891,372	19g32800.1	“
												Gm16:5331711	03g29900.1	“
8	TTGACAGAAGA**G**AGAGAGCAC	21	gma-miR156b/f	214	1631	3171	2018	**98674**	**42110**	9	51	Gm14:990,353	11g36980.1	Squamosa PB-like TF
	(see Figure 3A blot)											Gm02:50,779,324	18g36960.1	“
												Gm06:19,264,024	02g30670.1	“
													19g32800.1	“
													03g29900.1	“
9	TCGCTTGGTGCAGGTCGGGAA	21	gma-miR168b	1749	3565	1891	3244	1148	2935	1189	731	Glyma09g35160.1		
	(see Figure 3A blot)											Gm01:48,070,389		
10	TCGGACCAGGCTTCATTCCCC (see Figure 3A blot)	21	gma-miR166a-3p	4471	**11557**	**16665**	**29735**	**12361**	**5812**	**24375**	**5460**	Glyma16g02380.1*	08g21620.1	HD-zip transcription factor
												Glyma02g15860.1*	07g01940.1	“
												Glyma04g38430.1*	08g21610.1	“
												Glyma08g00630.1*		
11	GGAATGTTGTCTGGCTCGAGG	21	gma-miR166a-5p	10	154	500	252	230	45	23	182	Glyma16g02380.1*		
												Glyma08g00630.1*		
												Glyma04g38430.1*		
12	TGAGACCAAATGAGCAGCTGA (see Figure 3B blot)	21	gma-miR3522	3987	1849	4478	2524	**112139**	**43366**	1478	**646995**	Glyma15g06080.1*	07g31270.1	Tyrosinase
13	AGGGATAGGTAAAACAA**CT**AC (see Figure 3B blot)	21	gma-miR1510b-5p	891	3293	**16652**	1798	**9906**	2809	2825	2028	Glyma02g08410.1*		
14	AGGGATAGGTAAAACAATGAC	21	gma-miR1510a-5p	428	0	**5633**	699	2628	221	0	0	Glyma16g27510.1*		
15	TGTTGTTTTACCTATTCCACC	21	gma-miR1510a/b-3p	31	20	65	18	132	34	9	0	Glyma16g27510.1*	04g39740.1	Disease-resistance protein
												Glyma02g08410.1*	18g14660.1	“
													19g07700.2	"
16	TCTCATTCCATACATCGTCTGA (see Figure 3B blot)	22	gma-miR1507a	**29315**	**17502**	**5373**	**15728**	**17964**	**19959**	**34871**	**10750**	Glyma17g08340.1* Glyma13g22280.1*		
17	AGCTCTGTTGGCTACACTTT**G**	21	gma-miR394a	19	693	2382	782	15	0	2412	11	Glyma17g38110.1		
18	TTCCACAGCTTTCTTGAACTG	21	gma-miR396a/e/h/i -3p	53	144	27	120	0	73	388	52	Glyma13g22840.1*	19g39020.1	Unknown function
												Gm17:35,366,632	03g00550.1	Retrovirus related Pol
												Gm14:13,971,439	13g22840.1	polyprotein
												Gm17:9,044,867		none
19	AGAATCTTGATGATGCTGCAT	21	gma-miR172a/b	2	32	10	25	8	30	349	616	Gm20:40,895,751	12g07800.1	AP2-like transcription factor
												Glyma13g39860.1*	11g15650.1	“
												Gm12:6,110,723	15g04930.1	“
												Gm10:31,592,580	13g40470.1	“
												Gm10:43,474,799	02g09600.1	“
20	CAGGGGAACAGGCAGAGCATG	21	gma-miR408c/a-5p	5	0	11	0	22	3	12	4669	Glyma10g27760.1*	11g01200.1	DNA-directed RNA
												Gm02:837,430		polymerase
21	TTGGCATTCTGTCCACCTCC	20	gma-miR394c-5p	286	102	71	147	13	2	412	0	Glyma17g38110.1*	18g00870.1	F-box protein
												Gm15:3,767,188	05g28050.1	“
												Glyma14g39920.1*	08g11030.1	“
												Gm08:9,880,084	11g36960.1	“
												Glyma06g02270.1*		
												Glyma05g30360.1*		
22	TAGAAAGGGAAATAGCAGTTG	21	gma-miR1508a/b	464	187	52	120	913	**7892**	704	1063	Gm16:32,903,801	09g30500.1	Pentatricopeptide
												Gm09:28,530,237	16g27800.1	repeat-containing protein
													09g39260.1	“
													09g39250.1	“
23	TAAGAGAATTGTAAGTCACTG	21	gma-miR4413	32	29	33	46	72	109	73	91	Glyma19g02070.1	09g07250.1	Pentatricopeptide
													07g11410.1	repeat-containing protein
													07g11290.1	“
													16g31950.1	“
													09g07300.1	“
													09g30620.1	“

^a^Normalized read counts higher than 5000 are in bold. Library abbreviations are in Table 1. ^b^The position of the miRNA hairpin in the *Glycine max* reference genome or the associated gene Model number is shown. *Low confidence gene model. L= sequence length. Underline indicates base difference between family members.

**Figure 2:**
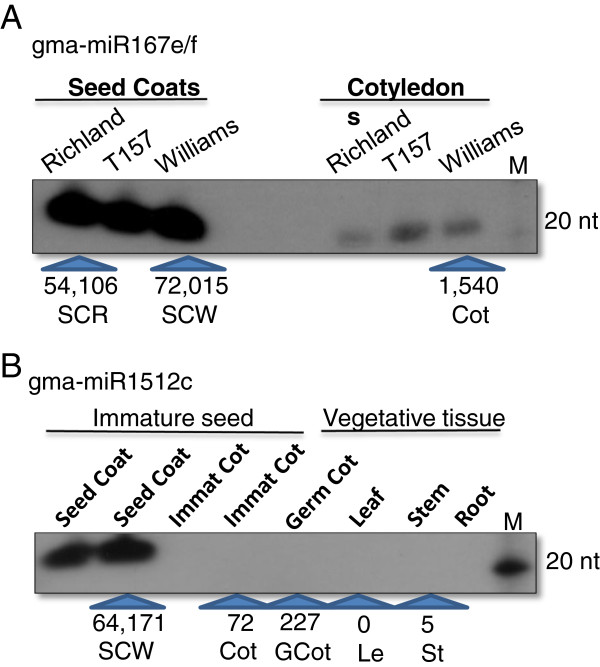
**Differential tissue accumulation for two miRNAs.** (**A**) SmRNAs hybridizing to an oligoprobe representing the soybean miR167 family (Table 2, #1) manifested higher expression in the seed coats in all cultivars examined. T157 is a mutant isoline of Richland with pigmented seed coats. (**B**) SmRNAs hybridizing to an oligoprobe representing the gma-miR1512c (Table 2, #4) were expressed almost exclusively in the seed coats of immature versus vegetative tissues of Williams. The number of sequence counts per million as shown in Table 2 in each smRNA library is given at the bottom of the two panels for comparison of the blot results to the sequencing results. Note: the blot results for the stems and leaves are from Williams whereas the sequencing results are from PI lines shown in Table 2. M designates radiolabeled Decade™ Markers with the 20 nucleotide size shown.

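The sequence of gma-miR169a had 25535 reads in germinating cotyledon, or 2043 RPM (95% interval 2018 to 2068). The next highest level in the libraries analysed here was 32.3 RPM in leaf, 63.3 times lower. With the denominator without gma-miR3522 and adapter signatures the gap was smaller, with 3317 in germinating cotyledon and 136 in leaf. Whole seed had 43 reads and stem 30.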

A smRNA (#5 of Table 2) that matched gma-miR169a had its highest levels in the germinating cotyledons compared to the seed or other vegetative tissues and this was confirmed with an RNA blot shown in Figure 3A. On the other hand, gma-miRNA168b (#9) and gma-miR166a-3p (#10) were present in all the tissues examined as measured by both sequencing and blotting experiments (Table 2 and Figure 3A). 

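Reads of gma-miR168b were counted in all 4 libraries, from 731 RPM in leaf to 2935 in germinating cotyledon, a 4.01-fold range. With the denominator without gma-miR3522 and adapter signatures, the lowest level was in stem at 2135 and the range was 2.23-fold. The level of gma-miR166a-3p ranged from 4471 RPM in whole seed to 24375 in stem, a 5.45-fold range. With the other denominator stem was again highest, at 43753, and germinating cotyledon was lowest, at 9438.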

Interestingly, another miRNA166 sequence, gma-miR166a-5p (#11), mapping at the 5’ end of the precursor RNA stem loop, accumulated at very low levels in all the tissues, in contrast with the high level accumulation of the gma-miR166a-3p derived from the 3’ end of the same RNA precursor (#10 in Table 2).

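In the leaf library gma-miR166a-5p reached 182 RPM, its highest level among the 4 libraries analysed here, and in whole seed it had 30 reads, its lowest. The log2 ratio of gma-miR166a-3p to gma-miR166a-5p was 8.80 in whole seed, 7.02 in germinating cotyledon and 10.10 in stem. Of these 4, leaf had the lowest ratio at 4.91 (95% interval 4.82 to 5.00).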

**Figure 3:**
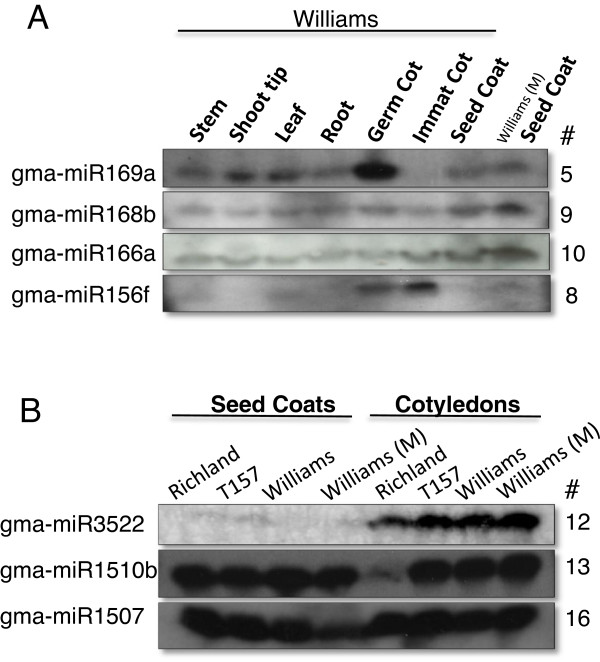
**Varied levels of tissue expression for seven soybean miRNA families.** SmRNAs were hybridized to oligoprobes representing: (**A**) miR169a (Table 2, #5), miR168b (Table 2, #9), miR166a (Table 2, #10) and miR156 (Table 2, #8) in multiple tissues of Williams. (**B**) gma-miR3522 (Table 2, #12), gma-miR1510b (Table 2, #13) and gma-miR1507a (Table 2, #16) in seed coats or cotyledons of Richland, T157 (mutant pigmented isoline of Richland) and Williams lines. Williams (M) is mutant line 55 that has pigmented seed coats.

Table 2 shows several members of the well-known miR156 family in soybean including one (gma-miR156a) that accumulated to relatively high levels in all of the tissues (sequence #6 in Table 2). But the most surprising result was the differential tissue expression for two miRNAs of the same miR156 family with identity to gma-miR156c/d/e/g and gma-miR156b/f, whose sequences differed only in one nucleotide transition of T– > G (Table 2 sequence #7 versus #8). 

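The level of gma-miR156a was 3331 RPM in whole seed, 22007 in germinating cotyledon, 38342 in stem and 31850 in leaf. The highest of these levels was 11.5 times the lowest. With the denominator without gma-miR3522 and adapter signatures, the highest level was in leaf at 134080, against 68825 in stem.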

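The sequence of gma-miR156b/f differs from that of gma-miR156c/d/e/g by T12G, counted from the 5′ end. In germinating cotyledon gma-miR156b/f had 526376 reads and gma-miR156c/d/e/g had 178160, a log2 ratio of 1.56 (95% interval 1.56 to 1.57). In whole seed the counts were 643 and 870, a log2 ratio of -0.44 (-0.59 to -0.29). The immature cotyledon library was not analysed here.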

The gma-miR156c/d/e/g sequence (with a T nucleotide) had only 25 reads in the immature cotyledon while the gma-miR156b/f family members (G) had 98,674 reads in the same tissue. Opposite expression was observed in the stem library for the two family members (13,327 versus 9 reads). 

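In the stem library gma-miR156c/d/e/g had 55598 reads and gma-miR156b/f had 41, a log2 ratio of -10.41 (95% interval -10.88 to -9.96). Of the 62 other sequences that differ by 1 base from gma-miR156c/d/e/g, 55 were listed in stem, and 12 of those had more reads than gma-miR156b/f. The count of gma-miR156b/f was 0.0737% of that of gma-miR156c/d/e/g.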

As shown in Figure 3A, a 21-mer probe reflecting the gma-miR156b/f family members (sequence #8 of Table 2) revealed a high level in the immature cotyledons as expected. A probe representing sequence #7 with the single nucleotide difference also showed the same pattern since family members that differ by only a single base pair cannot be distinguished by hybridization (data not shown). These results are clear evidence of the advantages of analyzing the abundance of specific smRNAs by number of sequence reads rather than by signal strength in gel-blot autoradiographs. The sequencing data unveiled the differential expression of the two sets of miR156 family member mapping to different locations in the soybean genome (Table 2).

Table 2 also illustrates that sequence #12, which is similar to the recently identified gma-miR3522 [37], was highly abundant in the immature cotyledon, germinating cotyledon, and leaf, but not the immature seed coats. 

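Reads of gma-miR3522 numbered 542076 in germinating cotyledon, or 43366 RPM. Whole seed had 3988 RPM and stem had 1479. The leaf level was 438 times that in stem.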

In fact, miR3522 accounted for an astonishing 65% of the 6.1 million total reads in the leaf sample and 11% of the total reads in the immature cotyledon sample. 

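The leaf library held 3946670 reads of gma-miR3522, which is 64.7% of the total reads in Table 1 (exact 95% interval 64.66 to 64.74, counting error only). Relative to the reads retained in the deposited counts the share was 73.1%. No second leaf library was available to set this share against variation between samples.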

Figure 3B confirms its differential expression between the immature cotyledons and seed coats from two different cultivars. On the other hand, the recently identified soybean families gma-miR1510 and gma-miR1507 [28-31] have specific family members (#13 and #16 in Table 2) that were expressed at moderate to high levels in most tissues. 

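The level of gma-miR1510b-5p lay between 892 RPM in whole seed and 2826 in stem. The level of gma-miR1507a lay between 10750 in leaf and 34871 in stem. With the denominator without gma-miR3522 and adapter signatures, gma-miR1510b-5p was highest in leaf at 8539, and gma-miR1507a lay between 32413 in germinating cotyledon and 64001 in whole seed. With the sum of all counts in the file, gma-miR1507a was at 62183 in stem and 61776 in whole seed.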

Finally, several other miRNAs (sequence #s 5, 18, 19, 20, 21, 22, 23) showed differential expression highest in vegetative tissues of either, the germinating cotyledon, stem, or leaf relative to the immature seed tissues although the numbers of sequence reads were low overall for even the family member with the highest read count.

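The most uneven of these sequences was gma-miR408c/a-5p, with 4670 RPM in leaf and 12.1 in stem, its next highest level among the 4 libraries analysed here. The level of gma-miR172a/b was 617 RPM in leaf and 349 in stem, against 8 reads in all in whole seed. The sequence of gma-miR396a/e/h/i-3p reached 389 RPM in stem, 5.32 times its next highest level among these 4, which was in germinating cotyledon. With the denominator without gma-miR3522 and adapter signatures the level in stem was 698, and the next highest was in leaf at 220.1. For gma-miR394c-5p the level in stem, 412 RPM, was 1.44 times that in whole seed, and leaf was listed at 0.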

Table 2 represents only a small selection of the miRNA family member sequences and their abundances in the different tissue libraries. The full complement of 4,031 sequences representing about 213 different miRNAs from a total of 117 families is shown in Additional file 2 which also presents the normalized number of reads found in each tissue for each sequence. This data set shows all the related miRNA families and minor sequence or nucleotide variants. Generally, the sequence(s) with more abundant reads within each family are likely to be the authentic miRNAs. The other sequences that vary in length or have nucleotide differences could be produced biologically during processing steps in the generation of the miRNAs or from sequencing errors in the high throughput format.

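Signatures that differ by 1 base from a signature of the same length at least 50 times as abundant made up 2.87% of the unique signatures in whole seed, 10.1% in germinating cotyledon, 8.46% in stem and 15.3% in leaf. In leaf all 63 possible 1-base substitutions of gma-miR3522 were listed. Together they had 110815 reads, 2.81% of the reads of the miRNA itself.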

### Distinguishing the origins and genes targeted by miRNAs through alignment to the soybean genome and prediction of hairpin repeats

The miRNA genes are constantly evolving and tend to originate from transcribed repeated sequences or pseudo-genes when transcription products fold into stable secondary structures. The majority of miRNAs are 21 nt in size, clipped from the stem portion of hairpins by DCL1/AGO1 complexes. In general, many identical copies of a single miRNA are clipped off the same strand location of a given pre-miRNA transcript. In most cases, miRNAs demonstrate a strand bias with only one side of the hairpin producing the miRNA that associates with the AGO complex and the miRNA* representing the opposite strand is unstable. However, in some instances miRNA*s of the opposite strand have been recovered and are designated with a 5p and 3p designation. In order to define the origin of the miRNA, the precursor region that is generally in the range of 200 nt must form an energetically stable hairpin loop. In Table 2, we present the putative origins of 23 miRNA genes in soybean by the genomic locations that produce stable hairpin RNA secondary structures. The gma-miR1512c expressed very highly in seed coats (sequence #4) maps to a genomic position Gm02:8609718 of the 8X soybean genome model [33] as illustrated by the hairpin structure shown in Figure 4. This site was not associated with any computationally predicted soybean gene models (known as Glyma models) from Phytozome. The only other matches for this miRNA (sequence #4) and thus possible targets are Glyma08g17790.1 which is predicted to encode a cysteine-rich receptor-like kinase and Glyma10g21350.1 having the annotation of villin.

**Figure 4:**
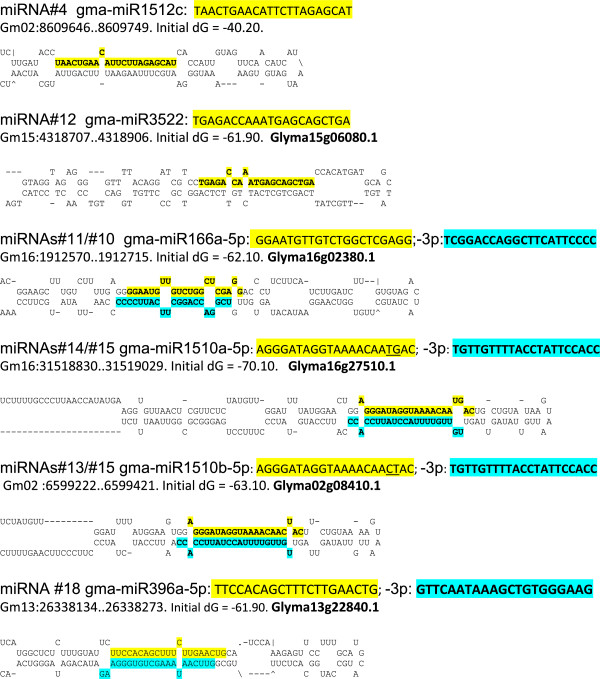
**Stem loop secondary RNA structures of differentially expressed miRNAs.** Eight differentially expressed miRNAs presented in Table 2 are mapped and highlighted on the folded precursor RNA sequence. Highlighted yellow are the 5p miRNAs (#4, #12, #11, #14, #13, #18) and in aqua, the 3p miRNAs (#10, #15 and gma-miR396a-3p). The location in the soybean genome (Gm number) and any low confidence Glyma gene model numbers (Glyma number) associated with the miRNA genes by Phytozome are shown.

In contrast to gma-miR1512c which is abundant in the seed coats only, the miR156 family member sequences (#6, #7, #8 in Table 2) map to at least 15 positions in the soybean genome that do not encode proteins but are able to form authentic hairpin structures and can be origins of these miRNAs. The targets of the miR156 family are numerous gene models encoding squamosa promoter-binding-like proteins (SBP) as known from other well studied systems [38]. Other miRNA targeted genes include cDNA models annotated as auxin response factor, HD-zip transcription factor, and Ap2-like transcription factor. Some of the genomic origins for the miRNAs fall into regions of the Phytozome soybean genome assembly that have been annotated as low confidence gene models (those marked with an asterisk in Table 2). Since all of these contain repeats able to form hairpins they are most likely miRNA genes instead of protein coding genes. Additional file 1 and Additional file 2 contain the complete information for the 213 miRNAs sequences, their genomic locations, and the Glyma models potentially targeted by them. Figure 4 shows the predicted hairpin structures of some of the miRNAs in Table 2. As depicted for miRNAs #10 and #11 hairpin pair, generally one of them had significantly more counts associated with it than the one at the other end and in most cases the processing of the miRNA from either side of the loop was staggered by 2-nt (Figure 4).

### Sequence alignments distinguish miRNAs and siRNAs

Of the 107,279 smRNA sequences found to match the 8X soybean genome database from Phytozome [33], the great majority had no matches in miRBase. These could potentially represent new soybean miRNAs or siRNAs that could silence soybean genes. Using the list of all unique smRNAs in the eight libraries ( Additional file 1), we first grouped these sequences based on their annotations and the groups containing the highest number of signatures were examined to ascertain their origin (miRNAs or siRNAs) and to predict their targets. Although a few analyses of soybean miRNAs have been reported recently [28-31], this is the first report on the global view of the siRNA fraction of the small RNAs found in multiple soybean tissues. The siRNAs may result from secondary amplification of transcripts targeted by miRNAs. Alternatively, siRNAs may be generated from inverted sequence repeats in the genome in a manner similar to that of the naturally occurring *CHS* (chalcone synthase) siRNAs generated by the soybean *I* locus that controls seed coat color in soybean [24]. Our previous examination of the seed coat libraries from yellow seed coats (libraries SCR and SCW), which accumulate abundant *CHS* siRNAs compared to the mutant pigmented seed coat (SCM) and the cotyledon library (Cot) that do not have *CHS* siRNAs, provided the data to demonstrate the genotype and tissue production of *CHS* siRNAs. Below we describe several examples of other siRNAs gleaned from the eight libraries that potentially could downregulate complementary genes.

#### Pentatricopeptide repeat (PPR)-containing protein

A group of signatures annotated as pentatricopeptide repeat-containing protein (PPR) had different origins, with some of the signatures originating from miRNAs and others being siRNAs. 

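Reads of gma-miR1508a/b in germinating cotyledon numbered 98657, or 7893 RPM (95% interval 7843 to 7942). The other levels were 1064 RPM in leaf, 704 in stem and 464 in whole seed. With the denominator without gma-miR3522 and adapter signatures, germinating cotyledon was again highest and whole seed lowest, a 12.6-fold range.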

The most abundant signature (#22 in Table 2) had similarity to gma-miR1508a and gma-miR1508b and was expressed in all tissues examined with the highest level (7892 occurrences) observed in germinating cotyledons. This miRNA maps to two loci of origin [chromosome 16 and 19 (Gm16, Gm19)] and potentially targets four different Glyma cDNAs annotated as PPR repeat containing protein. Also in this annotation group was a smRNA (#23, Table 2) that matches an inverted repeat region on Gm19 capable of forming a secondary structure with dG = -61.60 and similar to gma-miR4413. It is expressed at relatively low levels in all tissues and potentially targets six different Glyma gene models having the PPR motif. 

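The sequence of gma-miR4413 was read at 109 RPM in germinating cotyledon, 91.3 in leaf, 73.1 in stem and 32.3 in whole seed. The highest of these levels was 3.36 times the lowest. Leaf was highest, at 384, with the denominator without gma-miR3522 and adapter signatures.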

Further inspection using Bowtie [39] (or *MultAlin*[40]) found a series of 115 unique siRNAs matching either the sense or antisense strand of the Glyma09g07250 PPR gene’s first exon (Figure 5A).

**Figure 5:**
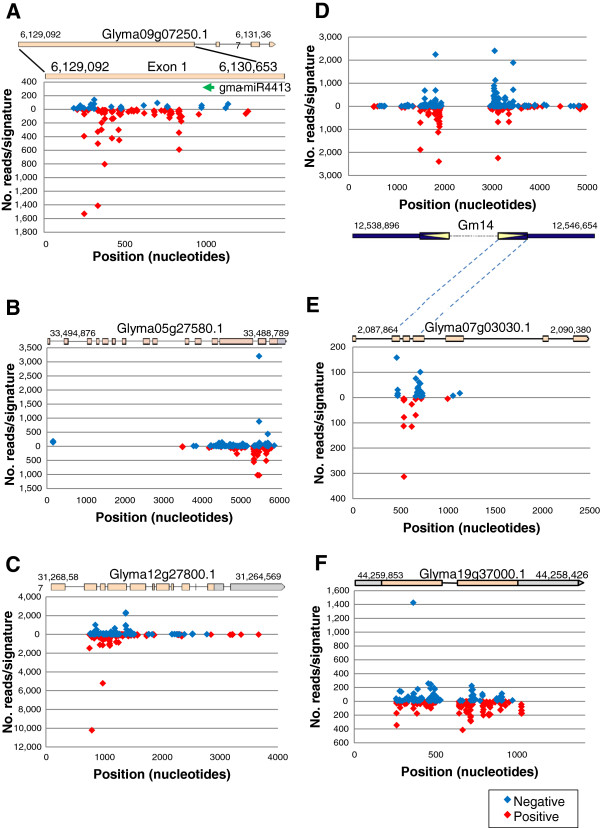
**siRNAs aligned to soybean genomic sequences.** Collections of smRNAs with the same annotation were aligned to specific genomic sequences with Bowtie. (**A**) Pentatricopeptide repeat-containing protein (PPR) siRNAs to Glyma09g07250.1. (**B**) Auxin response factor (ARF) siRNAs to Glyma05g27580.1. (**C**) TIR domain resistant gene (TIR-NBS-LRR) siRNAs to Glyma12g27800.1. (**D**) Aquaporin siRNAs aligned to an inverted repeat with similarity to an aquaporin gene NIP6-1, Glyma07g03030.1 shown in (E). (F) Aquaporin siRNAs unrelated to those in D and E aligned to another aquaporin transporter, Glyma19g37000.1. Blue diamonds represent siRNAs aligning to the negative strand and red diamonds to the positive strand. Green arrow in (A) marks the binding site of gma-miR4413. Dashed lines connect the region of similarity in Glyma07g03030.1 (**E**) to the aquaporin inverted repeat (D).

All together, these results revealed the existence of three miRNA genes, miR1508a, miR1508b, and miR4413 that are likely regulators of a group of genes that contain PPR motifs. PPR proteins are sequence-specific RNA-binding proteins involved in many aspects of RNA processing in organelles. The highly abundant gma-miR1508a/b (#22, Table 2) targets one subset of PPR genes including Glyma09g30500.1, Glyma16g27800.1, Glyma09g39260.1, and Glyma09g39250.1. On the other hand, our results suggest that gma-miR4413 (#23, Table 2) targets another subset of PPR genes including Glyma07g11410, Glyma07g11290, Glyma16g31950 and Glyma09g07250 and could be the inducer in the generation of the siRNAs shown to align to a broader region of Glyma09g07250 Exon 1 (Figure 5A). One of the features that differentiate siRNAs from miRNAs is their alignment to a broad region of the target gene, in contrast to miRNAs that generally align to only the 21- or 22-nt sequence matching the miRNA.

#### Auxin response factor

Bowtie analysis found over 400 unique smRNAs mapping to Glyma05g27580 that is annotated as an auxin response factor (ARF). These siRNAs aligned primarily to a 2 kb region at the 3’end of the 6 kb Glyma05g27580 gene (Figure 5B). In this instance, as was the case in the silencing of the *CHS* gene family [24], none of the auxin response factor siRNAs aligned to the predicted introns, indicating that the siRNAs were processed from spliced mRNA.

In addition, a second subgroup of 95 unique smRNAs annotated as Auxin response factor 6 mapped to a second gene, Glyma08g10550, with an auxin response factor motif. The smRNA signature with the most reads in this subgroup was found in the four seed coat libraries. The two gene models, Glyma08g10550 and Glyma05g27580, represent members of a gene family since their sequences have high degree of similarity. It is interesting that only the exons at the 3’-end of the two genes were the source of the two siRNA subgroups. A *G. max* BLAST search in Phytozome with the 2 kb region aligning to the siRNAs found two additional loci in Gm13 (Glyma13g29320) and Gm15 (Glyma15g09750) with an auxin response motif. However, only nine of the siRNAs in the auxin response factor subgroup aligned to Glyma13g29320, and one to Glyma15g09750. All four related genes map to four different chromosomes and it was not obvious where and how the primary inducer(s) of the auxin response factor siRNAs originated. 

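The portion of Additional file 1 used here holds 1762 of the listed signatures, the most abundant ones in the Williams seed coat library. It assigns 11 of them to the auxin response factor models Glyma05g27580 or Glyma08g10550. All 11 are labelled there as lying in introns of these models, while the paper reports no alignment to the predicted introns. The cause of this difference was not tested. In whole seed 6 of the 11 had a count, together 420 reads or 140 RPM (95% interval 127 to 154). In germinating cotyledon 4 had a count, together 13.8 RPM. In stem and leaf none had a count, which for 11 unlisted signatures allows up to 10.5 and 16.2 RPM. The seed coat libraries were not analysed here.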

Regardless of the place of origin, the pathway that generated them is tissue specific since all these siRNAs were found for the most part in the seed coat libraries. In sum, these two siRNA collections likely result from silencing at least two auxin response factor genes in a tissue specific manner in the seed coat.

#### Aquaporins

Another large group of approximately 400 unique smRNAs annotated as Aquaporin NIP6-1 mapped within or near a 5 kb genomic region in Gm14 containing an inverted repeat (621 bp) separated by approximately 1,000 nt of unknown sequence (Figure 5D). Two low confidence Glyma gene models (Glyma14g13250 and Glyma14g13260) with an aquaporin motif (MIP superfamily) were identified in the 5 kb region of the soybean genome containing the 621-nt sequence repeat. In addition, a BLAST search in Phytozome with the 621-nt sequence found similarity to several aquaporin Glyma gene models in chromosomes 7, 8 and 15. Alignments of those repeated regions to the smRNAs with the aquaporin annotation revealed that a region of exons 2, 3, and 4 in Glyma07g03030 that also matched the inverted repeat region on Gm14 aligned to 40 of the unique siRNAs with 0 mismatches (Figure 5E). The siRNAs representing this aquaporin siRNA group were found in all tissues examined, although the most reads were found in very young developing seeds, where the expression of the inverted repeat might be strongest with possible downregulation of the targeted aquaporin transcripts in the young seed.

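In the same portion of Additional file 1, 7 signatures were assigned to Glyma14g13250 or Glyma14g13260. Together they had 823 RPM in whole seed (95% interval 791 to 856), 633 in stem (609 to 658), 76 in germinating cotyledon and 66.9 in leaf. With the denominator without gma-miR3522 and adapter signatures, applied to these signatures after the data had been seen, whole seed was again highest at 1798, and leaf, at 282, was above germinating cotyledon, at 123. The portion was ordered by a seed coat library, so these sums cover a small part of the group that the paper describes. The order of whole seed and stem differed between the signatures. TGATGGGATGTGCAACAACTAG was at 370 RPM in whole seed and 83.3 in stem, and TTCTTCTCTGGAGATCACTGGT at 150 and 248.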

In contrast, another group of smRNAs annotated as “Probable aquaporin TIP-type”, appear to be present only in the seed coats. 

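Of 17 signatures assigned to Glyma19g37000 in the portion of Additional file 1 ordered by the seed coat library, 16 had a count in whole seed, together 744 reads or 248 RPM (95% interval 230 to 266). Whole seed includes the seed coat. All 17 are labelled in that portion as lying in introns of Glyma19g37000, while the paper places the siRNAs of this gene in its exons. None of the 17 had a count in germinating cotyledon, stem or leaf, which allows up to 20.4, 16.2 and 25.1 RPM.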

Nearly 300 unique smRNAs mapped to chromosome 19 in a region identified as an aquaporin transporter (Glyma19g37000) while only 25 of these signatures mapped also to a chromosome 3 sequence encoding another aquaporin putative gene (Glyma03g34310). However, these aquaporin genes had no similarity to the inverted repeat found in Gm14 that created the primary siRNA inducers of the secondary siRNA group described above and thus, the biogenesis of these 300 seed coat tissue specific siRNAs with similarity to Glyma19g37000 and Glyma03g34310 remains unknown. Alignment of the siRNAs to Glyma19g37000 genomic sequence found them matching the two exons of this gene (Figure 5F).

#### Other putative siRNAs and their potential targets

Many of the annotations of other Glyma models that matched siRNAs predict their involvement in transcription or physiological processes, such as Glyma13g32810.1, annotated as MADS-box transcription factor 27 which could potentially translate a transcription factor involved in DNA-dependent transcription regulation. Also, Glyma09g02920.1, annotated as a “dsRNA-specific nuclease Dicer and related ribonucleases”, aligned to 37 unique siRNAs. 

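The portion of Additional file 1 assigned 2 signatures to Glyma13g32810. The more abundant one, TTCTGACGTTGTAAGAAGGAT, was read at 2624 RPM in stem, 949 in germinating cotyledon, 287 in whole seed and 47.2 in leaf.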

A larger group of 334 unique siRNAs mapped to Glyma12g27800.1 annotated as a signal transduction transmembrane receptor with a TIR domain. *MultAlin*[40] clearly revealed they were dispersed siRNAs, some with high counts, aligned to this Glyma model which might silence this putative TIR disease resistance gene (Figure 5C).

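For Glyma12g27800 the portion of Additional file 1 held 2 signatures. Their reads summed to 961 RPM in germinating cotyledon, 130 in leaf, 129 in stem and 36.7 in whole seed. With the same change of denominator, leaf was at 549 and stem at 232. The more abundant one in germinating cotyledon, at 719 RPM against 243, was also assigned to Glyma06g40830. In whole seed, stem and leaf the other signature had more reads.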

### Small RNAs matching ribosomal RNA genes

We analyzed the small RNAs that mapped to more than 25 different locations in the soybean genome. One class of those siRNAs matched regions of the soybean genome on chromosomes 13, 15 and 16 that contain multiple repeats of 26S and 5.8S ribosomal RNAs. Our results showed that these regions were a source of siRNAs with a broad size range. These may be generated by different or multiple mechanisms. The sizes of the most abundant smRNAs generated by the 26S ribosomal repeated sequence were 21and 22 nts (Figure 6). We note that the current Phytozome soybean genome does not remove or annotate the ribosomal DNA regions correctly but shows them as having Glyma model numbers with varied annotations that predict peptide domains (see Discussion). The overall percentage of this ribosomal siRNA class ranged from a few percent in each library to a maximum of about 10% in the germinating cotyledon library.

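In the portion of Additional file 1, 300 signatures were annotated as 26S ribosomal RNA. They accounted for 0.722% of the total reads of Table 1 in whole seed, 2.31% in germinating cotyledon, 0.762% in stem and 2.92% in leaf. These are lower bounds for each library, since the rest of the list was not annotated here, and they give no order between libraries. No reference sequence of the repeated region was used here.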

**Figure 6:**
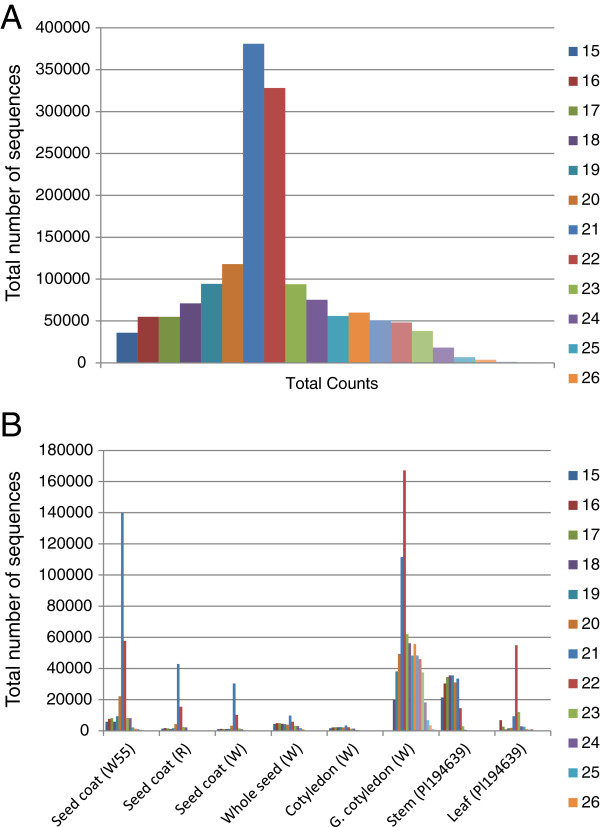
**Size distribution of all smRNA sequences aligning to chromosome Gm16 (33,069,649.33,072,849) genomic region containing the highly repeated 26S ribosomal RNA gene sequence.** (**A**) Total number of smRNAs without discriminating by tissue type. (**B**) SmRNA sequences in each one of the tissue/organ libraries studied.

### Small RNAs from transposons and retroelements

The most utilized small RNA pathway in plants appears to be the one involved in silencing repeated sequences including retroelements and transposons, and is dependent on the activities of RNA-dependent RNA polymerase (RDR2) and the Dicer-like protein (DCL3) to produce a large number of a highly diverse population of 24-nt siRNAs (Xie et al., 2004) [10]. These 24-nt siRNA sequences are affiliated with repeated sequences and function in association with argonaute protein (AGO4) and methyl transferase HEN1 to mediate transcriptional silencing of such repeated sequences by aiding DNA and histone methylation [10-12]. Current estimates indicate that up to 60% of the soybean genome consists of repeated sequences [41]. To identify and classify the sources of small RNAs from various repeat elements, Bowtie software was used against the soybean transposable elements database from Phytozome [33]. BLAST analysis of the 41,377 smRNA signatures 24-nt long against the soybean transposable elements database found that 5,187 (12.5%) matched repeated sequences with 95% fidelity. Interestingly, of all 107,279 smRNAs found to match the soybean genome database, 41,897 (39%) mapped to multiple (11 - 103) genomic locations. Of all the 24-nt smRNAs that found matches against the transposable element database (5,187) only 762 had more than 11 matches (from 11 - 51) to distinct genomic locations, suggesting that at least 6,767 additional 24-nt smRNAs that had more than 50 (50 - 103) matches in the soybean genome could be involved in regulating repeated sequences that are not represented in the currently available transposon elements database for the soybean [33]. Alternatively, many 24-nt smRNAs may be the result of silencing non-transposon related repeated sequences and non-repeated sequences.

An additional search using a different *G. max* (Williams 82) Transposable Element Database [42] was carried out to identify smRNAs from the entire collection that could be derived or linked to repeated elements and to a particular TE class. A total of 54,281 unique smRNA signatures matched sequences in this TE-database and of those, 27,731 were of the *Gypsy* family of elements, 11,397 *Mutator*, 11,165 *Copia*, 1,384 *PIF-Harbinger*, 1,377 L1, 553 *CACTA*, 311 unknown family, 170 *Helitron*, 76 *hAT*, 75 *Tc1-Mariner* and 42 *PONG*. Although the size range of the unique signatures associated with repeated elements varied from 15 to 35 nt, the 24-nt size class was the most abundant (17,206) followed by those with 22 nt in length (14,024) (Figure 7A). When the total number of sequences per signature was taken into account, the 22-nt size class was the most abundant (1,107,944) followed by the 21-nt (849,187) and 24-nt class (597,566) (Figure 7B) suggesting that the 24-nt signatures were more diverse than the 22 and 21-nt signatures. During the course of this analysis, it was observed that the extremely abundant soybean gma-miR3522 miRNA, previously mentioned to account for 3.9 million reads in the leaf library and 4.8 million total reads among all eight libraries, imprecisely matched a single position (Gm02:21389789.21394849) flanked by two LTRs and related to a *Gypsy* element. This 21-nt targeted site, with the 2-nt mismatches allowed in the Bowtie alignment, it is not repeated as such, in its entirety, elsewhere in the genome but rather in a degenerated form on ten other chromosomes. In these locations the imperfect 21-nt target site has been truncated separating the 16-nt at the 5’end from the 5-nt at the 3’end. If the *Gypsy* element on Gm02 were expressed, it is possible that it could be silenced by miR3522 despite the 2-nt mismatch within the 21-nt miR3522 sequence. However, we found no small RNAs complementing the Gm02 *Gypsy* element other than miR3522 in a bowtie search of all eight small RNA libraries indicating that the element is not likely expressed and silenced in the tissues examined. Regardless of the potential action of miR3522 on this family of retroelements, the high abundance of miR3522 is not tied to the repeated nature of the retroelement’s LTR ends and it’s sequence is even more degenerate in other locations and therefore, this extremely abundant miR3522 sequence was removed from the size distribution analysis of small RNAs matching to transposons shown in Figure 7.

**Figure 7:**
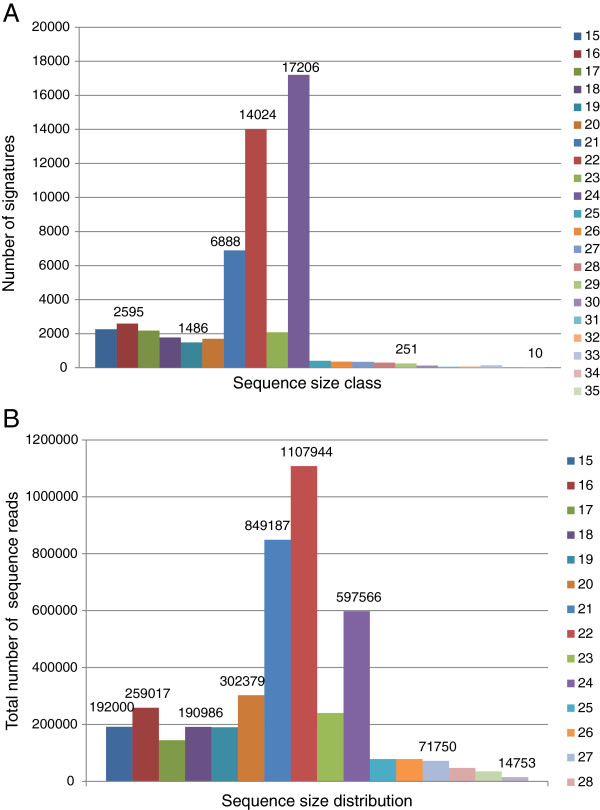
**Sequence size distribution of smRNAs targeting repeated elements in soybean tissues.** (**A**) Total number of unique signatures based on sequence size. (**B**) Total number of sequence reads in each size class. The numbers on top of the bars represent the number of signatures for some of the size classes.

An intriguing observation was the distinct size preference of the number of unique siRNAs affiliated to each TE family as shown in Figure 8. This raised the possibility that the inactivation mechanisms of *Copia* (Figure 8B) and *Mutator* (Figure 8D) related sequences generate the 24 nt smRNAs predominantly, while the mechanism to inactivate *Gypsy* (Figure 8A) and *CACTA* (Figure 8C) elements produces 22 nt smRNAs predominantly. However, when the total number of reads per signature was taken into account, the 22-nt sequences outnumbered the 24-nt ones in all four TE families (Figure 9). Thus, the 22-nt smRNA class appears to be a relevant participant in the silencing of most TE families in soybean.

**Figure 8:**
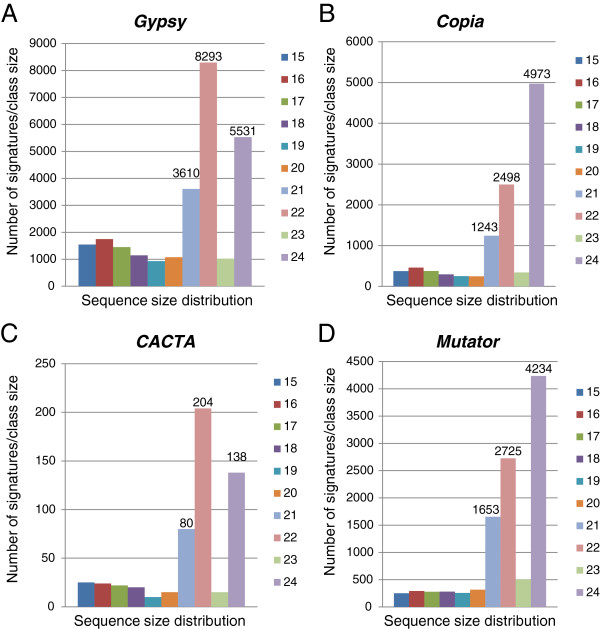
**Size distribution of unique smRNA signatures matching four different transposable element families. (A**) *Gypsy*. (**B**) *Copia*. (**C**) *CACTA*. (**D**) *Mutator.* The smRNA signatures with sizes above 24-nt were not included in this study since they were very few in comparison. The numbers on top of the bars represent the number of signatures for the most abundant size classes. The 22-nt signatures were the most abundant class for the *Gypsy* and *CACTA* families while the 24-nt were the most abundant for the *Copia* and *Mutator* families.

**Figure 9:**
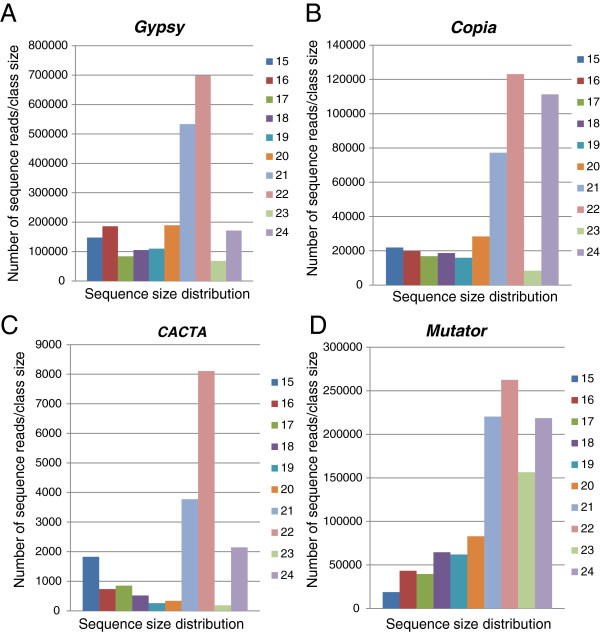
**Size distribution of total number of smRNA sequence reads related to four different transposable element families.** (**A**) *Gypsy*. (**B**) *Copia*. (**C**) *CACTA*. (**D**) *Mutator.* The number of total sequence reads per size class is shown. The 22-nt class had the most sequences in all TE families.

### *Glycine max* putative trans-acting siRNAs and *TAS3* related genes

In *Arabidopsis* miR173, miR390 and miR828, promote the processing of a specific class of small RNAs, known as trans-acting small interfering RNAs (tasiRNAs), which in turn target other mRNAs for post-transcriptional downregulation. Four families of *TAS* genes have been demonstrated in *Arabidopsis* to date: miR173 triggers the processing of tasiRNAs from *TAS1* and *TAS2* genes, miR390 from *TAS3*, and miR828 from *TAS4*[14-16,43]. A characteristic of tasiRNAs processing is that the cuts of the *TAS* mRNAs are phased, in 21-nt intervals, from the start at the miRNA binding site [16].

In soybean, no miR173 or miR828 sequences have been entered in miRBase to date. A search of our entire smRNA populations found no sequences related to miR173, which appears to be unique to *Arabidopsis*. However, we identified two putative miR828 loci (Gm12:3213774. 3213795 and Gm11:9033043. 9033064, Figure 10) as well as a putative *TAS4* gene (Glyma19g44660) based on sequence similarity to the *Arabidopsis* counterparts. Very low expression of miR828 was found only in seed coat smRNA libraries (Table 3) and no tasiRNAs derived from the putative *TAS4* gene were found. In contrast, two miR390 genes have been entered in miRBase, mapping to Gm3 (miR390a) and Gm14 (miR390b). In addition, we found five additional loci able to form stable secondary structures using RNA-*mfold,* four of which may encode miR390a-like miRNAs and another one encoding a miR390b-like sequence (Figure 10). 

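The miR828 sequence of Table 3 was listed at 0 in whole seed, germinating cotyledon, stem and leaf, which means under 5, 16, 5 and 10 reads. The seed coat libraries were not analysed here.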

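For gma-miR390a/d/e/f-5p the levels were 456 RPM in whole seed, 192 in leaf, 132 in germinating cotyledon and 19.5 in stem. For gma-miR390b/g-5p they were 165 RPM in stem, 59.9 in germinating cotyledon, 24 in whole seed and 12.0 in leaf.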

Table 3 shows that the sequence count level of gma-miRNA390a and gma-miRNA390b were several hundred in many of the tissue libraries.

**Figure 10:**
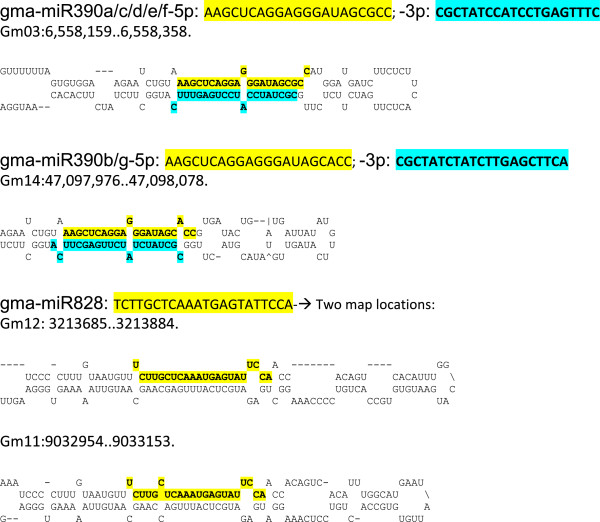
**Stem loop secondary structures of gma-miR390 and gma-miR828 RNA precursors.** The miR390 targets the *TAS3* gene and miR828 targets the *TAS4* gene in *Arabidopsis.* The miR390b-3p (CGCTATCTATCTTGAGCTTCA) found in our smRNA collection differs with respect to that entered in miRBase with Accession number MIMAT0020935.

**Table 3:** **Differential expression of soybean miRNAs that target*TAS3*and*TAS4*Gene Homologs in Soybean**

			**Normalized counts in each library per million reads**^**a**^										
**Sequence**	**L**	**miRBase**	**Immature seed tissues**					**Vegetative tissue**			**miRNA gene origins**^**b**^	***Putative TAS* gene**^**c**^	**tasiRNA target and annotation**
			**WS**	**SCR**	**SCM**	**SCW**	**Cot**	**GCot**	**ST**	**LE**			
AAGCTCAGGAG GGATAGCGCC	21	gma-miR390 a/d/e/f-5p	456	116	166	113	275	132	20	193	Gm18: 5,047,835	Glyma09g03730.1	Glyma07g32300.1 AUX-IAA-ARF
											Gm18: 53,278,046	Glyma15g14670.1	Glyma13g24240.2 AUX-IAA-ARF
											Gm11: 30,272,772		
											Gm03: 6,558,249		
											Gm01: 42,335,625		
AAGCTCAGGAGGG ATAGCACC	21	gma-miR390b/ g-5p	24	6	2	2	153	60	165	12	Gm14: 47,097,986	Glyma09g03730.1	Glyma07g32300.1 AUX-IAA-ARF
											Gm12: 44,954,768	Glyma15g14670.1	Glyma13g24240.2 AUX-IAA-ARF
TCTTGCTCAAATGA GTATTCCA	22	gma-miR828	0	7	6	7	0	0	0	0	Gm12: 3,213,774	Glyma20g32510.1	
											Gm11: 9,033,043	Glyma10g35050.1	
												Glyma20g32500.1	
												Glyma09g37340.1	

^a^Library abbreviations are in Table 1. ^b^The position of the miRNA hairpin in the *Glycine max* reference genome is shown. ^c^The gene model (Glyma number) of the putative *TAS* genes in soybean.

L = sequence length.

The expression level of at least two miR390 family member genes with hundreds of reads suggested the likelihood of these miRNAs targeting an ortholog of the *Arabidopsis TAS3* gene. 

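The 2 sequences differ by G19A, counted from the 5′ end of gma-miR390a/d/e/f-5p. The log2 ratio of gma-miR390a/d/e/f-5p to gma-miR390b/g-5p was 4.25 in whole seed (95% interval 3.90 to 4.61), 1.14 in germinating cotyledon, 4.01 in leaf and -3.07 in stem (-3.42 to -2.74). From the number of reads the paper proposes that these miRNAs target a soybean ortholog of TAS3.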

A nucleotide-BLAST search in Phytozome using the *AthTAS3* genomic sequence (NR_022742 = gb|CP002686.1: 5861491-5862437) identified two loci on *Glycine max* Gm9 and Gm15. Both genes coincided with two predicted low confidence gene models with 87% identity, Glyma09g03730 and Glyma15g14670, indicating the existence of at least two putative *TAS3* genes in *Glycine max*. Alignment of miR390a-5p and gma-miR390b-5p signatures to both *TAS3* genes found that they aligned to the same region in both genes with 17 and 18 identical matches, respectively (Figure 11C). These results suggest that both miRNAs could target transcripts from the two *TAS3* genes and mediate a breakage. 

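In the Glyma09g03730.1 sequence of Additional file 3, which is 1590 nt long, the site that Figure 11C and Additional file 3 draw lies at positions 968 to 988. Aligned without gaps it had 16 matches in 21 positions with either miRNA, and the paper's alignment has gaps. A second stretch upstream, at positions 711 to 731, had 17 matches with gma-miR390a/d/e/f-5p and 18 with gma-miR390b/g-5p without gaps. At miRNA bases 10 and 11, around the cleavage position, this stretch matches neither miRNA and the site of Figure 11C matches both.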

The fractured mRNA product would then be converted to double-stranded RNA by the activity of RNA-dependent RNA polymerase 6 (RDR6) followed by Dicer-like 4 (DCL4)-mediated cuts to process phased tasiRNAs.

**Figure 11:**
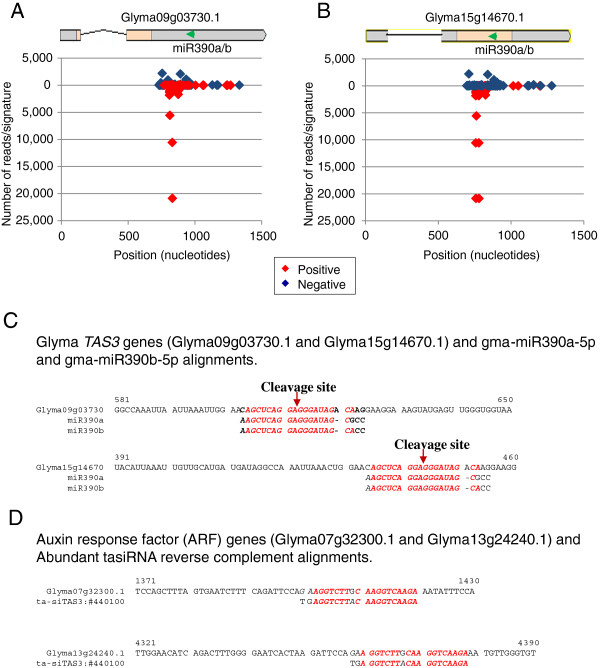
**Alignment of tasiRNAs to putative soybean *TAS3 *genes Glyma09g03730.1 and Glyma15g14670.1.** The tasiRNA signatures aligning to Glyma09g03730.1 (**A**) and Glyma15g14670.1 (**B**) genomic sequences with 100% accuracy were sorted out from the Bowtie search. Both genes are related although their predicted structures differ. (**C**) Alignment of miR390a/b to Glyma09g03730.1 and Glyma15g14670.1. (**D**) Alignment of the most abundant tasiRNAs to two ARF genes, Glyma07g32300.1 and Glyma13g24240.1. Green arrow in (A) and (B) mark the binding site of gma-miR390a/b.

To determine the existence and nature of tasiRNAs derived from these putative *TAS3* transcripts, the Glyma09g03730.1 genomic sequence was used as the reference in a Bowtie search of the soybean smRNAs. A collection of 218 tasiRNA unique signatures with no mismatches that aligned to the Glyma09g03730.1 genomic sequence in phased, 21-nt intervals, were recovered (Figure 11A and 11B and Additional file 3). 

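In the 4 libraries 194 unique signatures matched the Glyma09g03730.1 sequence without mismatch, 99 on the sense strand and 95 on the antisense strand, and 125 of them were 21 nt long. With 1 mismatch allowed the number was 313. Of those 125, 13 lay in the 21-nt register of cleavage at the site of Figure 11C, where chance gives 4.76% for 1 of 21 registers, and 10 lay in the register with an offset of 20 nt. With all signatures counted, the register of the site held the most 21-nt reads of the 21 registers in each of the 4 libraries. By reads, the register held 42.1% of the 30952 21-nt reads in stem (95% interval 41.5 to 42.6), 45.2% in whole seed, 30.7% in germinating cotyledon and 38.7% in leaf. In stem 1 signature, at position 832, supplied 92.1% of the reads in register. Without it the share in stem was 5.45% (5.13 to 5.78), and without the same signature it was 12.2% in whole seed, 10.3% in germinating cotyledon and 11.3% in leaf. The register of the site then ranked 4 of 21 by reads in stem, 3 in whole seed and germinating cotyledon and 2 in leaf. The largest was the register with an offset of 20 nt, which lies 1 nt upstream of the register of the site. It held 40.5% in stem, 44.9% in whole seed, 35.8% in germinating cotyledon and 41.2% in leaf. That register too had 1 dominant signature in stem, at position 831, with 82.9% of its reads. When every register lost its own most abundant signature, the register with an offset of 20 nt again held the most reads in each library, and the register of the site held 20.4% in stem and ranked 3 there and 2 in the others. These shares and ranks were computed after the data had been seen. The position to count from was not fixed before the data were examined. The share counted first, from the upstream stretch with more ungapped matches, was 0.0226% in stem, and the site of Figure 11C was taken after both shares had been seen because the paper marks it.

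**Figure D1:**
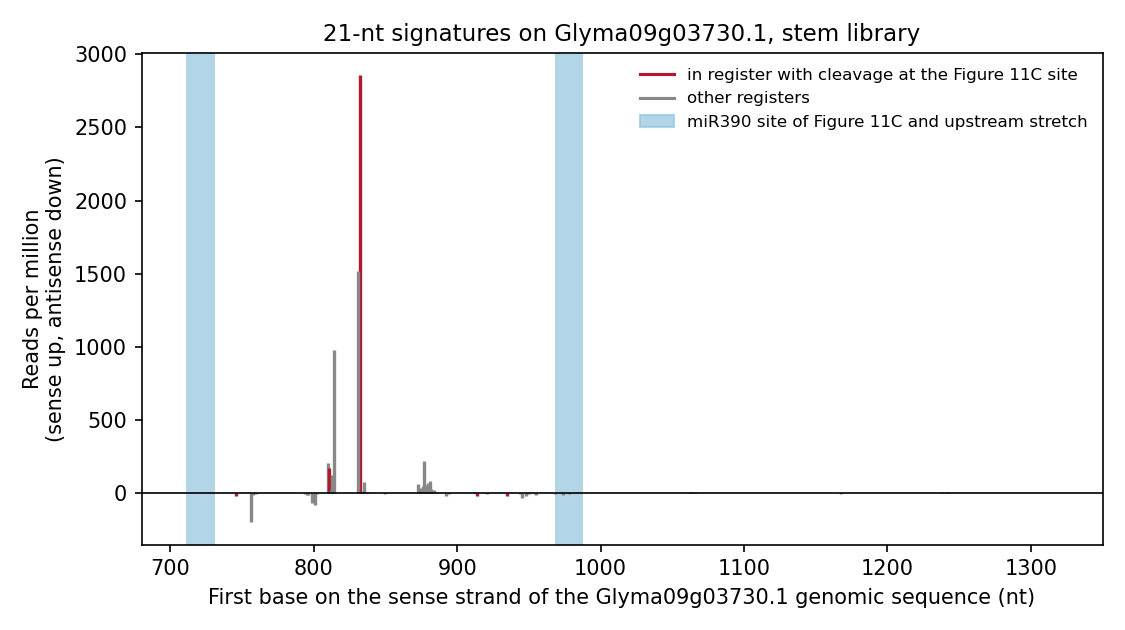
RPM of each 21-nt signature in the stem library (vertical axis, sense above 0 and antisense below) by its first base on Glyma09g03730.1 in nt (horizontal axis). Red lines are in register with cleavage at the Figure 11C site, grey lines are in other registers, and shaded bands are that site and the upstream stretch. The line at 832 holds most of the reads in register.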

The tasiRNA signatures with the most reads were found in the stem at 2,999 and 1,593 normalized reads. 

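The most abundant matching signature in stem, TCTTGACCTTGTAAGACCTCA at positions 832 to 852, had 11996 reads, or 2856 RPM (95% interval 2805 to 2908). The next, TTCTTGACCTTGTAAGACCTC at positions 831 to 851, had 6372 reads, or 1517 RPM. The paper's reported values are 2999 and 1593.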

All tasiRNAs aligned to the 3’UTR of the low confidence Glyma09g03730.1 gene model. 

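The first bases of the matching signatures lay between positions 732 and 1333. Of the 194, 176 began between the upstream stretch and the cleavage position, and in stem these carried 99.4% of the matching reads. This window was chosen after the data had been seen. In the window used first, 10 phases upstream of the cleavage position, 160 signatures began, with 96.3% of the matching reads in stem.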

The two putative *TAS3* genes have similar sequences but different predicted structures. The tasiRNAs were generated from the 3’UTR region of Glyma09g03730.1 (Figure 11A), but they may derive from an exon and 3’UTR in Glyma15g14670.1 (Figure 11B).

In *Arabidopsis*, the *TAS3* tasiRNAs regulate leaf patterning, developmental timing and rate of lateral root growth by repressing the Auxin Response Factors (ARF- 2, - 3 and -4) (Marin et al., [2010]). To identify putative *Glycine max* ARF target genes for the most abundant *TAS3* tasiRNAs*,* alignments to 12 Glyma model sequences annotated in Phytozome as auxin response factors *(*ARF) were examined. The transcripts with the most nucleotide matches (18) at the tasiRNA target site were Glyma07g32300.1 and Glyma13g24240.2 (Figure 11D). These results in turn predict that these putative *Glycine max* ARF genes may be regulated by a complex mechanism as it occurs in *Arabidopsis.*

## Discussion

### Variation in soybean miRNA genes and their expression in seed and vegetative tissues

A comprehensive analysis was compiled on variation in the miRNAs present in a large population of 41 million smRNA sequences derived from eight libraries representing multiple tissues/organs of the soybean plant. At least 4,031 unique signatures corresponding to 213 miRNAs and representing 117 families were detailed for each of the sequences falling within each family ( Additional file 2). Examination of the number of reads of each signature revealed all the length or sequence variations found in the high throughput populations for all miRNA family members. Thus, the flux of expression patterns for each of the unique signatures in eight libraries representing both seed and vegetative tissues of the seedling are detailed. Preferential expression in the seed coats or in cotyledons of immature seeds as shown for certain family members by sequencing were verified by small RNA blots (Table 2, Figures 2 and 3). Some of the miRNAs were very abundant in certain tissues such as members of the miR167 family and gma-1512c, which were highly prevalent in the seed coats from multiple samples. Several others showed preferential expression in either of the germinating cotyledons, stems, or leaves. One single miRNA, gma-miR3522, accounted for 11% of the total reads in the immature cotyledons and an astonishing 65% of the total reads in the 1-month-old expanded leaf library. Promoter analysis of the gene (Glyma15g06080) encoding miR3522 found it contained cis-acting regulatory elements for tissue specific and enhanced gene expression ( Additional file 4). 

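Whole seed, germinating cotyledon and stem had 5.65, 5.68 and 5.48 times as many unique signatures as leaf in the files, whose minimums are 5 reads in whole seed and stem, 16 in germinating cotyledon and 10 in leaf. With 16 counts in every library the same folds were 1.85, 9.45 and 3.18, with a minimum of 2 RPM 5.74, 5.16 and 4.19, and after thinning to the smallest library 9.78, 6.30 and 6.33. For a further comparison, signatures that hold the first 18 bases of gma-miR3522 or differ from it at 1 base were left out, and each file was brought to 1265445 reads with a minimum of 10 reads. The expected numbers of unique signatures were then 12607 in whole seed, 12216 in germinating cotyledon, 11871 in stem and 6216 in leaf, which are 2.03, 1.97 and 1.91 times the leaf number. The files keep different shares of the sequenced reads, so this matches the reads in the files and not the sequencing depth. At equal sequenced reads outside gma-miR3522 by the totals of Table 1, a comparison added after the data had been seen, the folds were 1.38, 2.05 and 1.70. With gma-miR3522 kept, at 1265445 reads and the same minimum, they were 7.53, 6.93 and 7.14 times the leaf number. The order of leaf and whole seed depended on depth, since at 100000 reads whole seed gave 478 unique signatures and leaf 513. Over 12 depths from 100000 to 1200000 reads in the files, germinating cotyledon stayed between 1.66 and 2.04 times the leaf number and stem between 1.92 and 2.25 times.

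**Figure D2:**
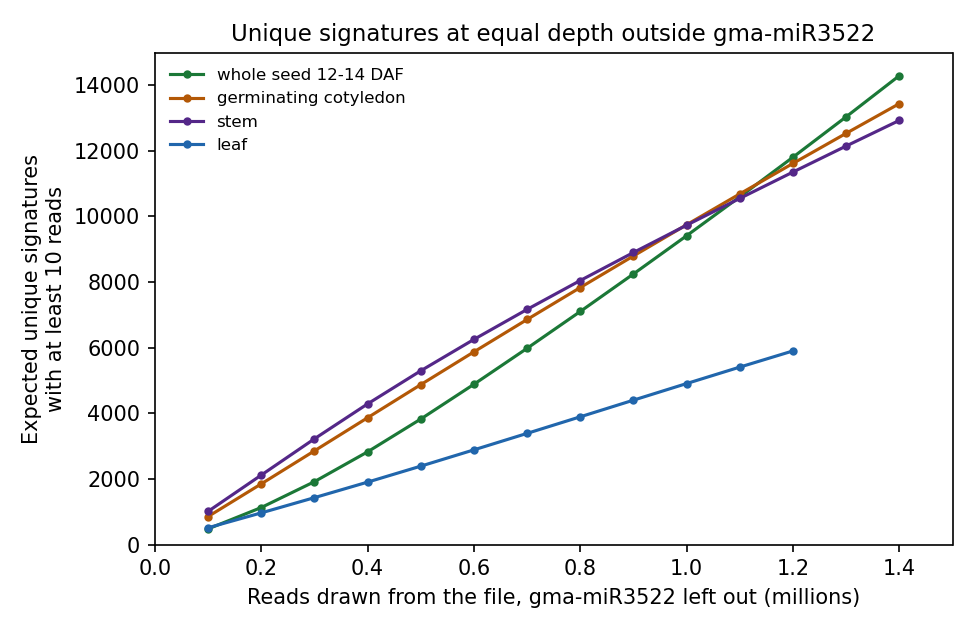
Expected unique signatures with at least 10 reads (vertical axis) against the number of reads drawn from each file without gma-miR3522 (horizontal axis, in units of 1000000 reads), 1 line per library. At 1200000 reads the leaf line is at 5901 and the stem line at 11352.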

In the leaf sample, the diversity of unique small RNAs was reduced by four to five-fold compared to all the other libraries (Table 1). Whether this resulted from preferential amplification of the highly abundant gma-miR3522 during the cluster formation in the sequencing reaction is unknown. However, all of the other library samples yielded 27-38,000 diverse sequences and yet some individual miRNAs signatures repeatedly accounted 1-5% of the total counts in the multiple seed coat libraries. Thus, the high count miRNAs are likely biological in nature.

Of particular interest was the distinct tissue expression of two subgroups of the same miR156 family. Although the sequences of the two subgroups differed only in one nucleotide, the gma-miR156c/d/e/g members were expressed at very low levels in the developing cotyledon (25 counts) while gma-miR156b/f members were expressed at high levels to 98,674 normalized counts which was nearly 10% of the same smRNA population of the cotyledon sample. The reverse is true for the stem and leaf expression (Table 2). 

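In leaf gma-miR156c/d/e/g had 30591 reads and gma-miR156b/f had 315, a log2 ratio of -6.60 (95% interval -6.77 to -6.44). Of the other 1-base variants of gma-miR156c/d/e/g, 2 had more reads than gma-miR156b/f in this library. Both differ at the last base, C21T with 1131 reads and C21A with 856. The next variant, G18C, had 104 reads, and T12A and T12C were listed at 0, meaning fewer than 10 reads.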

The gma-miR156c/d/e/g signature found matches to at least seven loci in six chromosomes with coding potential for miR156 genes. Given the low number of reads (25) in the developing cotyledon, one possibility is that many of these seven miRNA genes are suppressed in a tissue specific manner. The coordinated regulation of so many miRNA genes dispersed through at least six chromosomes could involve a transcription factor [44]. In all, the miR156 gene family in soybean is composed of at least 18 putative member genes expressed differentially. The mature miR156 family members have been shown to target and silence genes of the SBP transcription factor family in *Arabidopsis*[38]. Our results show the power of high throughput sequencing to quantitatively distinguish the differential expression of miRNA family members with single nucleotide polymorphisms in the mature miRNA sequences, which is not possible to do with blotting and difficult to achieve with quantitative RT-PCR.

In summary, from the selection of soybean miRNA sequences in Table 2 and Additional file 2, it is clear that tissue differences in normalized read counts are apparent in many of the known miRNAs that are conserved widely in plant systems as well as some that were more recently found to be soybean specific [28-31]. Additionally, by mapping the origins of the soybean miRNAs from our samples to genomic locations that are capable of forming stable secondary RNA hairpin structures, we identified 31 new family members of various soybean miRNAs. Based on sequence similarity many possible targets were also identified for the soybean miRNAs.

### Differential expression of miRNAs at the 5’ and 3’ end of miRNA precursors

Some of the miRNA genes were observed to encode two miRNAs at the 5’ and 3’ ends of the RNA hairpin precursor. We document three instances in which the miRNA signatures derived from the 3’end (3p) were present in higher or lower abundance than those from the 5’ end (5p).

Three such examples are illustrated in Table 2 and Figure 4: miR166a (#10, #11), miR1510a (#14, #15) and miR1510b (#13, #15). The clearly distinct sequences at the two ends of the stem loops overlap by 2 nt in all these cases and accumulated at very different levels. Sometimes the 3p-miRNA accumulated at higher level than the 5p-miRNA (miR166a), but the opposite was observed as well like in the case of miR1510a/b. 

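Against gma-miR1510a/b-3p, gma-miR1510b-5p had a log2 ratio of 4.83 in whole seed (95% interval 4.53 to 5.14), 6.36 in germinating cotyledon and 8.18 in stem. In leaf gma-miR1510b-5p had 12373 reads and gma-miR1510a/b-3p was listed at 0. The log2 ratio of gma-miR1510a-5p to the same 3p sequence was 3.77 in whole seed and 2.69 in germinating cotyledon, and in stem and leaf gma-miR1510a-5p was listed at 0. With signatures holding up to 2 more nt at either end added, the ratio of gma-miR1510a-5p fell to 2.23 in whole seed and 0.99 in germinating cotyledon, and that of gma-miR1510b-5p to 4.44 and 5.44.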

Whether the miRNA processed on the 3p side of the hairpin is induced under biotic stress as was found for some of the miRNAs examined in *Arabidopsis*[45] is unknown, but both of these gma-1510a/b-3p miRNAs potentially target proteins involved in disease resistance pathways as predicted by sequence matches (Table 2). Another example not shown in Table 2 but expressed in a similar way was gma-miR482-5p versus its -3p counterpart.

### Identifying genes that may be silenced based on recovered siRNAs

Whereas miRNA genes are defined by a small hairpin structure in the genome, the origin of siRNAs can be less obvious but is often associated with larger inverted duplications that may spur production of dsRNA or antisense RNA. Alternatively, they may result from miRNA/siRNA directed transcript cleavage followed by RDRP synthesis of longer dsRNA from the fractured and siRNA segments encompassing a broader region of the transcript. One of the key differences that aids in distinguishing miRNAs and siRNAs is the distribution of the alignment of smRNAs with the sequence of the genes from where they are derived. The miRNAs typically align to a ~ 21-nt region of the gene sequence with a preferential bias in the number of copies representing one strand versus the opposite strand, and thus, it result in relatively few different signatures. In the case of siRNAs, there is an extended region of the sequence aligning with perfect or near perfect match to many diverse signatures that cover both strands of a putative silenced gene, although only smRNAs complementary to the mRNA strand would be effective in the gene’s continued downregulation.

Although much is known about the miRNAs in plants, relatively little is known about the siRNAs. One clear example of siRNAs that alter a plant phenotype are soybean *CHS* siRNAs that have been shown to downregulate the *CHS* gene family leading to reduced pigment in the yellow seed coats of soybean lines with dominant *I* or *i*^*i*^ alleles at the *I* locus [24]. The origin of the *CHS* siRNAs is an inverted repeat cluster of *CHS* genes and not a miRNA. Mutations to pigmented seed were shown to be deletions in the repeat cluster region that negate the production of dsRNA and *CHS* siRNAs resulting in CHS enzymatic activity and pigmented seed coat.

The pattern of alignment of the smRNAs to potential Glyma model transcripts is one way to distinguish siRNAs and miRNAs. Following the example of *CHS* siRNAs [24], we looked for smRNAs that aligned to a broader region of a Glyma model than typical for a miRNA. Assortment of the smRNAs by annotation groups enabled the discovery of putatively silenced genes and in some instances the miRNA or siRNA origins that may trigger silencing. Among these were signatures annotated as PPR repeats, analysis of which revealed the expression of three miRNA genes that target several PPR repeat gene families. Sequences miR1508a and miR1508b (#22 in Table 2) were expressed in all tissues but with preference in germinating cotyledons with a normalized count of 7,892 reads per million. They target a set of PPR genes including Glyma09g30500, Glyma16g27800, Glyma09g39260 and Glyma09g39250. On the other hand, miR4413 (#23 in Table 2) had the potential to target a different family of at least six PPR genes including Glyma09g07250. Additionally, we show that miR4413 is the inducer of a collection of siRNAs shown to originate from exon 1 of Glyma09g07250.1 (Figure 5A). Our results from the *Multalin* sequence alignments for the Glyma genes and derived siRNAs in Figure 5 show the same distribution pattern as those obtained with the *G. max TAS* genes and gma-tasiRNAs. We can then infer that the processing of siRNAs such as those from the PPR gene (Glyma09g07250.1) is phased as well.

Two other potentially silenced genes, Glyma05g27580 (Figure 5B) and Glyma08g10550 (not shown), both encoding putative auxin response factors, were revealed by two separate smRNA sets. Since additional related genomic sequences reside in separate chromosomes it was difficult to decipher the driving mechanism that could induce the production of siRNAs matching those two types of auxin response factor genes. However, it appears to be tissue specific since the majority of the siRNAs were found in seed coat libraries. This could be another example of silencing specific to the seed coat as that exhibited by the abundant *CHS* siRNAs [24]. Glyma12g27800, encoding a disease resistance protein containing a TIR-motif, was identified as the source of a collection of 334 unique siRNAs (Figure 5C). Other genes, Glyma13g32810 and Glyma15g06490, annotated as “Mads-box transcription factor 27” were found to be the likely source of a collection of 77 unique siRNAs.

In one case, both the smRNA origin and the potentially silenced genes were identified for a specific family of aquaporin genes. The Glyma07g03030 gene annotated as aquaporin NIP6-1 (Figure 5E) could be targeted by at least 41 primary siRNAs originating from the inverted repeat found on Gm14 (Figure 5D). The aquaporin siRNAs derived from the inverted repeat and Glyma07g03030 were found in all tissues examined suggesting that they are constitutively generated and able to target this aquaporin family member gene. In contrast, a second group of aquaporin transporter siRNAs resulted from Glyma19g37000 (Figure 5F) and Glyma03g34310 genes and they are not induced by the primary siRNAs originating from the inverted repeat in Gm14 (Figure 5D), as there is little sequence similarity between the aquaporin repeat and the Glyma19g3700 and Glyma03g34310 aquaporin transporter genes. The mechanism that induces the production of this second aquaporin siRNA group remains undetermined but it appears to be limited to the seed coats based on the tissue specific occurrence of the siRNAs aligning to Glyma19g37000.1 (Figure 5F).

### Potential silencing of highly repeated genomic loci including ribosomal genes and transposons

During investigation of the nature of smRNAs that match to more than 10 positions in the soybean genome, we discovered that many of these were siRNAs derived from ribosomal RNA genes (rDNA) representing the 26S rRNA sequence (AK286061.1) and 18S rRNA gene (X02623.1) although the annotations of these genomic regions were not shown as rDNA genes in Phytozome. Instead, Phytozome has assigned Glyma model numbers and peptide motifs to these coding regions including a serine-threonine protein kinase gene (Glyma16g29220) with similarity to only the 26S rRNA sequence (AK286061.1) and several predicted genes such as allatostatin (Glyma13g11820), polymerase Rpb1 C-terminal repeat (Glyma13g11940) and copper binding octapeptide (Glyma13g11980). These occur in up to 14 repeated sequence stretches containing the 26S rRNA (AK286061.1), the 18S rRNA (X02623.1) or 5.8S rRNA (FJ980442.1) genes. Recently, a study [46] showed that misannotations of rDNA genes can generate false positive matches in many sequencing studies of both prokaryotes and eukaryotes as these misannotations have been propagated in databases such as GenBank and SwissProt. The more than 15 Glyma models in Gm13 containing multiple rRNA repeats may constitute the nuclear organizer which may protect the ribosomal transcripts from silencing. The siRNAs that complement these ribosomal gene sequences may derive from similar sequences repeated in other chromosomes such as the above mentioned 26S rRNA insertion in Glyma16g29220 (a serine-threonine protein kinase gene) also found in Gm05, Gm15, Gm14 and several others.

The number of ribosomal siRNA sequences found in the eight libraries ranged from a few percent to approximately 10% in the germinating cotyledon library. Whether the fluctuation in the abundance of these siRNAs reflects a physiological silencing of certain ribosomal genes in tissues in which the ribosomal related siRNAs are highest is unknown. However, the size distribution indicates these are authentic small RNAs and not rRNA degradation products since the smRNA sizes peak in the 21 to 22-nt range as shown in Figure 6. The same thing could be said for the siRNAs aligning to the putatively silenced genes shown in Figure 5.

The global analysis of smRNAs matching repeated sequences was advanced to include available soybean transposable element databases. The distinct size preference of smRNAs resulting from different TE families suggested the possibility of diverse interaction mechanisms for *Copia* (Figure 8B) and *Mutator* (Figure 8D) in which the 24-nt signatures dominated, versus the *Gypsy* (Figure 8A) and *CACTA* (Figure 8C) families in which the 22-nt signatures were most abundant. This difference was blurred when the total number of reads per signature was taken into account, in that all of the TE families had the 22-nt signatures as the most abundant (Figure 9). Thus, the 22-nt smRNAs seem to be a major component in the silencing of most TE families and repeated sequences in soybean.

Interestingly, in a global smRNA size distribution analysis we found that the 24-nt smRNAs were the most prominent class in the seed (immature coat and cotyledon) libraries while in the organs from germinating or adult plants (stem, leaf and germinating cotyledon) the 21-nt smRNAs had the largest number of unique reads (Figure 1A and B). Second in abundance in the seed smRNA libraries were the 21 and the 22-nt smRNAs. However, for the very young whole seed and cotyledon smRNA libraries the 22-nt unique signatures were more abundant than the 21-nt ones (Figure 1A and B). It has been proposed that the 22-nt smRNAs are required as guides of AGO/DCL/RDR2 complexes to drive the second RNA strand synthesis substrate of phased secondary siRNAs [19]. However, this size class could be the result of other procedures and serve other functions. In maize, a significant number of 22-nt siRNAs were found in root and shoot tissues that appear to function differently from the 21- and 24-nt siRNAs based on their origin and targeting region of genes [4]. In the soybean seed coat smRNA populations, the 22-nt smRNAs were as abundant as the 21-nt, suggesting a relevant role of the 22-nt smRNA in seed coats as well.

Why the 24-nt smRNAs are the most abundant class of unique sequences in seed tissues compared to germinating cotyledons and the vegetative stem and leaf tissues is intriguing. It may be an indication that repeated sequences such as transposable element sequences are actively transcribed in the developing seed tissues which serve as substrates for siRNA generation which in turn will mediate gene silencing of the repeated sequences through DNA/histone methylation. In *Arabidopsis,* silencing of transposable elements in the embryo is enhanced by an abundance of mobile 24nt-siRNAs generated through the reactivation of transposable elements in the seed endosperm [47-49]. Note that the highest numbers of diverse 24-nt smRNAs (50% of the total number of unique sequences) in the soybean libraries were found in the very young seed (12-14 DAF) and the immature cotyledons (Figure 1A and B).

As in the soybean seed tissues where the 24-nt class is highest, in *Arabidopsis* wild type (Col-0) inflorescence tissues, the number of 24-nt siRNAs was found to be 3 and 10 times higher than the 21-nt size class [1,10]. Likewise, in maize immature ears, the number of 24-nt smRNAs was found to be 2.5 times higher than the 21-nt size class [25]. In contrast to the soybean stem and leaf results where the 21-nt signatures were more abundant than the 24-nt smRNAs, in maize shoots and *Arabidopsis* leaves, the 24-nt smRNAs outnumbered the 21-nt smRNAs [4]. However, in *Arabidopsis* seedlings, the 21-nt class was slightly more abundant than the 24-nt smRNAs, resembling the size distribution in the soybean stem [1].

### Identification of *Glycine max* trans-acting siRNAs and *TAS* genes

The search for miRNAs that could direct the biogenesis of putative trans-acting siRNAs from *TAS* gene orthologs in soybean identified two members of the miR390 family. These gma-miR390s are also likely inducers of tasiRNAs from two putative *G. max TAS3* genes, Glyma09g03730 and Glyma15g14670 that had 87% identity with *AthTAS3*. Evidence of this process occurring in soybean was the existence of a collection of 397 tasiRNA signatures that aligned to the two putative soybean *TAS3* genes. In addition, at least two *Glycine max* ARF genes, Glyma07g32300 and Glyma16g02650 were chosen as likely targets for the most abundant *TAS3*-derived tasiRNAs (Figure 11D). These results predict that several putative *Glycine max* ARF genes may be regulated by a miR390/*TAS3*-derived tasiRNAs mechanism as it occurs in *Arabidopsis* where the *TAS3* tasiRNAs regulate leaf patterning, developmental timing and rate of lateral root growth by repressing ARF2, 3 and -4 genes. The positive and negative feedback regulation of miR390 by auxin signaling factors maintains ARF expression at a concentration that will determine the developmental timing of various organs formation [50]. Because in *Arabidopsis* cleavage of *TAS3* is unique in that it requires the specific action of the miR390/ARGONAUTE7 (AGO7) complex for tasiRNA production [51], our results then may anticipate the existence of an AGO7-like function in soybean.

## Conclusions

A global landscape of the non-coding smRNAs existing in the soybean plant growing under optimal conditions was revealed from the analysis of eight smRNA sequence populations with high throughput Illumina sequencing. The eight smRNA sequence populations representing five tissues/organs of the soybean amounted to a total of 41 million raw sequences that collapsed into 135,055 unique reads. All unique sequence reads were classified and characterized based on their abundance in the tissues/organs of origin, genomic origin, and possible target genes. Full analysis revealed 117 soybean miRNAs and 213 family members from the 4013 unique miRNA sequences. Some of the miRNAs were in very high abundances. Blots of smRNAs using oligo probes representing the reverse complement of the smRNA sequences confirmed the expression differences for some miRNAs within different immature seed or vegetative tissues. Predicted target genes for miRNAs, including members of the miR156 family whose family members showed highly differential expression, were analyzed. Some of the sequences processed into siRNAs were determined to be auxin response factors and aquaporins that may have important roles during seed development. Based on homology to an *Arabidopsis TAS3* gene, two soybean equivalent *TAS3* orthologs were identified and found to be targeted by the gma-miRNA390a/b family members. After miRNA guided cleavage of the soybean *TAS3* transcripts, phased 21-nucleotide tasiRNAs are processed that, in turn, could target genes with auxin response factor motifs.

Differences among the smRNA classes of immature seed versus vegetative tissues were noted with the seed tissues having significantly higher percentages of the 24-nt size class likely, representing siRNAs from silenced repetitive regions. Among the smRNAs associated with repeated sequences including rDNAs and transposons, the 22-nt smRNAs were also a highly abundant class, indicating their relevant role in silencing sequence repeats in soybean.

## Methods

### Plant materials and genetic nomenclature

The *Glycine max* cultivars used for this study were obtained from the United States Department of Agriculture Soybean Germplasm Collections (Department of Crop Sciences, USDA/ARS University of Illinois; Urbana, IL). The genotypes of the lines are described in Table 1. All lines are homozygous for the loci indicated and only one of the alleles is shown for brevity.

Plants were grown in the greenhouse and tissues harvested from at least four plants of each line. Leaves and stems were harvested from two to four-week-old plants. Stem samples consisted of one centimeter size fragments immediately underneath the base of the unifoliate leaves. The leaf sample was made of first trifoliate sampled over the course of one week. Germinating cotyledons were harvested from two weeks old seedling. Seed coats and cotyledons were dissected from seeds at varying stages of development based on the fresh weight of the entire seed. Dissected seed coats and cotyledons from seeds of the 50-75 mg weight range were used for the present study. The very young whole seeds were collected 12-14 days after flowering. Flowers were tagged on the first day they were fully opened (Day 0) and were tracked to the desired developmental stage. The young pods were harvested 12-14 days later and the whole seeds dissected out under an Olympus SZ61 microscope (Melville, NY). Whole young seeds were placed in microfuge tubes kept on ice during harvest and dissection. The collected very young whole seeds were fast frozen in liquid nitrogen upon collection and stored at -80°C until further use.

### Total and small RNA extraction

The RNA from very young whole seeds at the chosen developmental stage (12-14 days after flowering) was extracted using a modified version of the McCarty [52] procedure. The fast-frozen seeds were finely ground using a FastPrep FP120 (Savant Instruments, Holbrook, NY) for 20-30 seconds. Immediately after, 350 μl of Complete RNA Extraction Buffer (0.1 M Tris-HCl; 0.2 M NaCl; 20 mM EDTA; 10 mM dithiothreitol; 16 mM mercaptobenzothiazol; 2% Sarkosyl; 15 mM mercaptoethanol) was added to each sample and total RNA extracted using phenol-chloroform and lithium chloride precipitation methods [53,54].

For the seed coat, cotyledon, leaf and stem samples total nucleic acids were extracted using the standard phenol chloroform method [54] or TRIzol reagent (Invitrogen, Carlsbad, CA, USA) method [55]. Seed coats and cotyledons of Williams 55 line were pretreated using Wang et al [53] protocol prior to total nucleic acids extraction. For seed coat and cotyledon samples low molecular weight (LMW) RNAs were isolated as described previously [56] with minor modifications [24].

### RNA extraction for gel blot analysis

For the small RNA gel blots reported here total RNAs were isolated using our standard protocols [54] with the exception of the LiCl precipitation step that was eliminated. It is worth noting that such a protocol utilizes lyophilized tissues stored at -20°C and as the results show the small RNAs were well preserved.

Total RNA (50 μg) concentrated in 20 μl 25% formamide was denatured at 70°C for 10 minutes. Denatured RNAs were fractionated on 15% polyacrylamide 7 M urea denaturing gels, then transferred to Hybond-NX (or N) membrane (Amersham, Piscataway, NJ) using a Bio-Rad Trans-Blot apparatus (Bio-Rad, Hercules, CA) at 100 V for 1 hour. The membranes were dried and UV-crosslinked (Stratalinker, Stratagene, La Jolla, CA). Prehybridization was carried out in 50% formamide, 7% SDS, 0.05 M NaHPO_4_/NaH_2_PO_4_, pH 7.0, 0.3 M NaCl, 5X Denhardt’s solution and 100 μg/ml sheared denatured salmon sperm DNA at 40°C for at least 2 hours. Hybridization was performed in the same solution by adding the denatured [γ-^32^P] ATP labeled oligoprobe at 40°C for 15-20 hours. The filters were washed in 2X SSC and 0.2% SDS at 40°C for 15 minutes and exposed to Hyperfilm (Amersham, Piscataway, NJ) with enhancer screen overnight or 24 hours.

Small RNA reverse complement DNA oligoprobes were T4 Polynucleotide Kinase (PNK) 5′ end-labeled with [γ-^32^P] ATP using the Promega 5’ end labeling kit (*Cat.#* UD2010). Labeled oligoprobes were denatured for 10 min at 70°C prior to hybridization. Filters were prehybridized for at least 2 hr at 40°C prior to hybridization.

For accurate sizing of the siRNA species, an RNA ladder (10 – 150 nt) was used that had been radiolabeled with [γ-^32^P] ATP following the protocol provided with the Decade™ Markers Kit from Ambion, Inc. (Austin, TX).

### Sequencing of small RNA libraries and data analysis processing

Gel purification, cloning and sequencing of small RNAs from the multiple tissue samples was performed at Illumina Inc. (San Diego, CA) using the SBS (sequencing by synthesis) technology. Briefly, 2.5 – 5 μg of the purified LMW RNA fraction (or total RNA) of each sample was provided to Illumina, which for subsequent quality checks, was separated on 15% polyacrylamide gels containing 7 M urea in TBE buffer (45 mM Tris-borate, pH 8.0, and 1.0 mM EDTA). A gel slice containing RNAs of 15 to 35 nucleotides was excised and eluted. Gel-purified small RNAs were ligated to the 3’ adapter (TCGTATGCCGTCTTCTGCTTG), and the resulting small RNA libraries were sequenced using the Illumina Genetic Analyzer. Sequence information was extracted from the image files with the Illumina Firecrest and Bustard applications.

A total of 40,814,540 reads that were 35 bases long were obtained from the above libraries deep sequencing. After removing artefacts (products of multiple adapter ligations or empty constructs), 244,994 sequences remained for analysis. Adapter trimming was performed using the substring TCG as the unique identifier for the beginning of the adapter (TCGTATGCCGTCTTCTGCTTG). The sizes of the small RNAs after adapter trimming ranged from 15-35-nt with 20% having 21- nt.

The adapter trimmed sequences were then subjected to a script count.pl* that added up identical sequences to produce a merged fasta file containing the raw counts for each unique sequence from a given library. Sequences with a count smaller than *k* =5 (or 10 or 16) were removed as possible artifacts and to reduce the computational cost for subsequent steps. *k* was set to 5 in the earlier sequenced libraries with total read count of < =3 million (M) reads, set to 10 for libraries with 6 M reads and 16 for the latest libraries with >=12 M reads. After processing each of the libraries in this manner the sequences were imported into a database in a non-redundant manner i.e., a sequence is present only once in the database irrespective of the number of libraries that has it. This database stored separately the number of reads for each sequence in each library. The threshold for the presence of any sequence in the database was to be represented by a minimum of *k* reads in at least one library. A total of 135,055 unique small RNA sequences were thus identified from the eight libraries in this study.

### Annotation

Each sequence from our database was used in BLAST searches against NCBI nucleotide (nt) [36] and miRBase [35] databases. In both cases the BLAST output was parsed to identify alignments that had no mismatches in a match length of 18 bases or less and one mismatch in longer alignments. Annotations, if any, were then uploaded to the database. In addition each sequence was aligned against the soybean genome (*Glycine max*: Glyma1), using Novoalign [34]. The alignment did not limit the number of mismatches allowed, but the most seen was 4, indicating that mapping quality is too low for anything with higher mismatches.

At this stage a column-delimited text file listing the internal database ID, sequence and its length, annotation for all unique small RNAs and the number of reads from each of the libraries was exported from the database. Also appended at this stage was a column for the genomic location(s) this sequence maps. In cases where the sequence mapped to multiple locations, only those sequences mapping to less than 10 regions were entered. In parallel a script called addModel.pl* creates a separate file with the sequence ID, genomic location(s) and any gene models (Glyma Models) that are anchored in those locations. The GFF file from Phytozome was used to retrieve the predicted gene model, if any, at the mapped location. The gene model information was fed back into the database to enable easier retrieval in the future. Annotation.pl* added annotation information of the gene model to the file. A final script called teratogen.pl* consolidated the two files: column-delimited file with counts and the genomic locations and annotation file, using the sequence ID to generate the AllSoyExpanded Excel spreadsheet.

The content of the resulting Excel file was used for all subsequent smRNA data comparisons. Alignments of these curated smRNA sequences to one or multiple genomic DNA sequences were performed using BLAST in Phytozome [33] and Bowtie [39]. The results from these analyses were further characterized, cross compared and scrutinized with Excel table’s tools and in-home scripts. In a few instances detailed alignments were performed with *MultAlin*[40,57].

### Novoalign

Novoalign developed by Novocraft [34] was used to identify the origin of the small RNA in the soybean genome. Using the whole genome as reference instead of the smaller CDS sequences allows identification of small RNA generating loci without applying the slightly arbitrary limitation of computationally identified genic and/or repeat locations. Glyma 1 version of the soybean genome was used as reference.

### Accession numbers of small RNA data sets

Small RNA data sets (Illumina SBS) used in the study are available through the Gene Expression Omnibus (GEO) database [58]: Whole seed W (12-14 DAF) (GSM899820); Seed coat, Richland, (GSM543393); Seed coat W55 (GSM543396); Seed coat W (GSM543394); Cotyledon W (GSM543395); G. Cotyledon W, 7 day seedling, (GSM899821); Stem, 2 week plants, (GSM899822); Leaf, 1 month plants, (GSM899823).

## Additional Files

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

GZ analyzed data and drafted manuscript. EC performed the gel blots experiments. KKV, SB, and HW processed the Illumina small RNA raw sequence files and performed BLAST and BLAT searches to multiple databases. JT, SJ, BC and SC prepared tissues and RNA samples for sequencing. MH provided bioinformatics expertise. LOV obtained funding, coordinated and led the research, drafted sections, and edited the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Excel spreadsheet with 135,055 unique sequence signatures and their counts in each of the eight soybean tissue populations examined in the present study (WS, SCR, SCM, SCW, Cot, GCot ST, and LE). **See Table 1 for tissue descriptions and materials and methods for annotation descriptions. These files contain total non-normalized read counts. Click here for file

Additional file 2 **Excel file of unique small RNA sequence-reads bearing high similarity to annotated miRNAs obtained from the eight soybean tissue populations examined in the present study (WS, SCR, SCM, SCW, Cot, GCot ST, and LE).** See Table 1 for tissue descriptions and materials and methods for annotation descriptions. These files contain total non-normalized read counts. Click here for file

Additional file 3 Alignment of 218 tasiRNA unique signatures to the Glyma09g03730.1 genomic sequence. Click here for file

Additional file 4 Cis-acting regulatory motifs found on the promoter of the Glyma15g06080 gene encoding miR3522 as determined by PLACE, a database of plant cis-acting regulatory DNA elements (http://www.dna.affrc.go.jp/PLACE/signalscan.html) [59]. Click here for file

# Supplementary material for: Divergent patterns of endogenous small RNA populations from seed and vegetative tissues of Glycine max
**Source:** BMC Plant Biol. 2012 Oct 2;12:177. doi: 10.1186/1471-2229-12-177
**Supplement:** Additional file 3 — Alignment of 218 tasiRNA unique signatures to the Glyma09g03730.1 genomic sequence.

**Figure S3.-** Glyma09g03730.1 putative ta-siRNA (*TAS3*)

 ID#: 480674 Gma-miR390b

1 130

Glyma09g03 ATCTTACCAT AACAAAAAGT CCTCTCTCTC TCTCTCTCTT TCACACTCTC ACTTTTTCTG TGCTTCTCTT CTCTCTCCTT TCACCCTCTT GGAATAATAG AGTAGGGAGA AAAAAAAGGG TCTCAAAGAT

Exon1

131 260

Glyma09g03 GAGACCAAAA GACGGGTTTT TCATCAAAGG TACTATACTA ATACTAGTGT ACAAGTGTGT GTGTTGAGCT TGTAAAATAA AATTTGCATC ATATAGAATC ATAGCTTGCA CTGCACAGTT ATTTAGAACC

261 390

Glyma09g03 TTTTTAATAT GTGTAATTCA TATATGTTTG TACTAGCTTA TGCCATAAGA TAATTATTCT GTGACTGACT GAACTATTTA CTTTATGGTA ACTAAGATAT TCTCTTGTAT TCTTTTAATT GTTTTTATGT

391 520

Glyma09g03 TCACTTTTTT CTATCCTCCC CTTACTTTTT CATCTAATCT AAAGCTGGCT CTCCTGCTTC TGCTTCTGCC ATTCTTCTTC ATTATTCTCT GCACTAATTT TAAGAGCATG ATACATGATA CAGGTCCCTA

521 650

Glyma09g03 TAAGGGAGGG TTTTTTCTCA TGCATGTGGC TAGCAGCAGC AGCAAGTGCA AGGTGGCCAT GAGCATGACC ATGGTCAACG ACCCTTTGAG GAGAATTGGG AGGTGTGACC AAAAAAAAGA AGCCATTAGT

289287 TTTACTACT ACTACTACCC TTTCT

257979 TTACTACT ACTACTACCC TTTCTT

249760 TTTACTACT ACTACTACCC TTT

257978 CTACT ACTACTACCC TTTCTT

289160 CTACT ACTACTACCC TTTCTTTCT

371446 ACT ACTACTACCC TTTCTTTCTT C

289158 CT ACTACTACCC TTTCTTTCT

257943 T ACTACTACCC TTTCTTTCTT

442218 ACTACTACCC TTTCTTTCTT CA

442217 CTACTACCC TTTCTTTCTT CA

299096 CTACTACCC TTTCTTTCTT CATCT

299095 CTACCC TTTCTTTCTT CATCT

Exon2 415502 TACCC TTTCTTTCTT CATCTA

415503 AACCC TTTCTTTCTT CATCTA

468454 ACCC TTTCTTTCTT CATCTAA 780

461426 TTTCTT CATCTAATTT CTACCA

461425 TTCTT CATCTAATTT CTACCA (2,188 t.c.)

461431 TGCTT CATCTAATTT CTACCA

461432 TTCGT CATCTAATTT CTACCA

461430 ATCTT CATCTAATTT CTACCA

461429 GTCTT CATCTAATTT CTACCA

404089 TCTT CATCTAATTT CTACCAC

464933 CTT CATCTAATTT CTACCACA

461424 TCTT CATCTAATTT CTACCA

404486 TT CATCTAATTT CTACCACAC

266661 T CATCTAATTT CTACCACACT

315130 T CATCTAATTT CTACCACACT

418037 T CATCTAATTT CTACCACACT

418036 CATCTAATTT CTACCACACT

250213 ATCTAATTT CTACCACACT

376371 AATTT CTACCACACT

651 294831 ATTT CTACCACACT

Glyma09g03 GGCTCTGAAA TTGGAGCTGA CAATTCTCCT GCAGCAGGAG CAGCTTCTTC ATTCTAATCT GGTGCTATCC TATCTGAGCT TTTTACTACT ACTACTACCC TTTCTTTCTT CATCTAATTT CTACCACACT

345272 CATCTAATTT CTACCACACT

412421 TACCACACT

3’UTR-----

337572 TTCCCTT GGAGTCTTCT TCTTG

258353 TTCCCTT GGAGTCTTCT TCTT

337571 TCCCTT GGAGTCTTCT TCTTG

422085 CCCTT GGAGTCTTCT TCTTGA

337576 TTTTCCCTT GGAGTCTTCT TG

422088 TTTCCCTT GGAGTCTTCT TGA

311760 TT GGAGTCTTCT TCTTGACCT

265154 TT GGAGTCTTCT TCTTGACCTT

265153 T GGAGTCTTCT TCTTGACCTT

338516 T GGAGTCTTCT TCTTGACCTT G

311762 AT GGAGTCTTCT TCTTGACCT

311761 GT GGAGTCTTCT TCTTGACCT

311759 T GGAGTCTTCT TCTTGACCT

265155 A GGAGTCTTCT TCTTGACCTT

338515 GGAGTCTTCT TCTTGACCTT G

274402 GGAGTCTTCT TCTTGACCTT GT TTCTACCACA CTTTTCTCTT T 248318

274401 GAGTCTTCT TCTTGACCTT GT TACCACA CTTTTCTCTT TGTT 252389

411773 AGTCTTCT TCTTGACCTT GTA ACCACA CTTTTCTCTT TGTTT 548381

439528 AGTCT TCTTGACCTT GTAAGA CACA CTTTTCTCTT TGTTTTT 243896

439527 CTTCT TCTTGACCTT GTAAGA T CACACCCTAT CTCTTCTCTT 259645

TTCTTTG TTTTTCCCCT GGAG 363960 CACACCCTAT CTCTTCTCTT T 248334

TTG TTTTTCCCTT GGAGTCTT 259335 CACACCCTAT CTCTTCTCTT TG 336121

337499 ACCTT GTAAGACCTT TTCTTG ACACCCTAT CTCTTCTCTT TG 336120

338513 TAAGACCTT TTCTTGACCT TG ACACCCTAT CTCTTCTCTT TA 407758

411772 AGACCTT TTCTTGACCT TGTA 243897 CTAT CTCTTCTCTT TGTTTTT 910

314745 AG ACCCTGTATC ACTATCCACT

314744 G ACCCTGTATC ACTATCCACT

424924 ACCCTGTATC ACTATCCACT

**Glyma09g03730.1** ---**Glyma only**- 424923 CCCTGTATC ACTATCCACT (2,087 t.c.)

344235 ACCCTGTATC ACTATCCACT

424927 CCCTATATC ACTATCCACT

424926 CCCGGTATC ACTATCCACT

323096 CCCTGTATC ACTATCCACT

781 323095 CCTGTATC ACTATCCACT

T 266661 418991 CTGTATC ACTATCCACT

315130 428402 CCCTGTATC ACTATCCACG

A 418037 417262 CT TGTAAGACCT CACACCCTA 434101 CCCTGTATC ACTATCCACC

A 418036 320535 T TGTAAGACCT CACACCCTAT 424922 CCTGTATC ACTATCCACT

TT 250213 295971 AAGACCT CACACCCTAT CTCT 314743 CCCTGTATC ACTATCCACT

TTTCTC 376371 259886 AGACCT CACACCCTAT CTCTT 344970 CTATATC ACTATCCACT

TTTCTCT 294831 290875 ACCT CACACCCTAT CTCTTCT 256945 C ACTATCCACT

Glyma09g03 TTTCTCTTTG TTTTTCCCTT GGAGTCTTCT TCTTGACCTT GTAAGACCTT TTCTTGACCT TGTAAGACCT CACACCCTAT CTCTTCTCTT TGTTTTTGCT TTTGTGGAAG ACCCTGTATC ACTATCCACT

T 345272 TTCTTGACCT TGTAAGACCT CA 474605

TTTCTCTTTG TT 412421 TCTTGACCT TGTAAGACCT CAC 440103

TG TTTTTCCCTT GGAGTCTTC 466204 TTCTTGACCT TGTAAGACCT C 474604 (10,565 t.c.)

TCTTGACCT TGTAAGACCT CA 440100 (20,866 t.c.)

TCTTGACCT TGTAAGACCT CAT 440104

TCTTGACCT TGTANGACCT CA 440164

TCGTGACCT TGTAAGACCT CA 434582

TCATGACCT TGTAAGACCT CA 425585

TCCTGACCT TGTAAGACCT CA 428851

TCTTGAACT TGTAAGACCT CA 440012

TCTTGACCT TGTCAGACCT CA 440173

TCTTGACCT TGTACGACCT CA 440155

TCTTGACCT TGTAAGCCCT CA 440136

TCTTGACCT TGTAAGACTT CA 440122

TCTTGACCT TGTAATACCT CA 440146

TCTTGACCT TGTAGGACCT CA 440163

TTCTTGACCT TGTAATACCT C 474625

TTCTTGACCT TGTAAGACAT C 474592

TTGTTGACCT TGTAAGACCT C 480845

TTATTGACCT TGTAAGACCT C 469769

TTCTTGACCT TGTAAGCCCT C 474620

TTCTTGACCT TGTACGACCT C 474628

TCTCGACCT TGTAAGACCT CA 436880

TTCTTGACCT TGTAAGAACT C 474587

TCTTGACCT TGTAAGACAT CA 440075

TCTTGACCT TGTAAGAACT CA 440069

TTCTTGACCT TGTAAGACCC C 474599

TTCTTGAACT TGTAAGACCT C 474553

TTCTTGACCT TGAAAGACCT C 474572

TCTTGACCT TGTAAGACCT GA 440111

TTCTTGACCT TGTAAGACTT C 474614

TTCTTGACCT TGTAAGATCT C 474616

TTCCTGACCT TGTAAGACCT C 471874

TTCTCGACCT TGTAAGACCT C 473602

TTCTTGACCT TGTAAAACCT C 474583

TCTTGACAT TGTAAGACCT CA 440037

TCTTGACCT TGTAAGACCT AA 440097

TTCTTGCCCT TGTAAGACCT C 474662

TCTTGACCT TGTAAAACCT CA 440058

TCTTGACCT TGTAAGACCT CC 440108

TTCTTGACCT TGTACGCCCT C 474630

TCTTGACCT TGTACGCCCT CA 440162

TTCTTGACCT TGTCAGCCCT C 474636

TCTTGACCT TGTAAGACCC C 440090

TCTTGACCT TGTACGACCT CC 440156

TCTTGACCT TGTAAGCCCT CC 440137

TTGACCT TGTAAGACCT CA 476313

TAAGACCTT TTCTTGACCT TG 409615

AAGACCTT TTCTTGACCT TGT 259085

439966 TCT TCTTGACCTT GTAAGACC

485824 TTT TCTTGACCTT GTAAGACC

368544 CT TCTTGACCTT GTAAGACCT

482970 TT TCTTGACCTT GTAAGACCT

474609 T TCTTGACCTT GTAAGACCTT (1,852 t.c.)

474602 T TCTTGACCTT GTAAGACCT

474626 T TCTTGACCTT GTAATACCTT

474603 T TCTTGACCTT GTAAGACCTA

474629 T TCTTGACCTT GTACGACCTT

474621 T TCTTGACCTT GTAAGCCCTT

474593 T TCTTGACCTT GTAAGACATT

440113 TCTTGACCTT GTAAGACCTT A

474615 T TCTTGACCTT GTAAGACTTT

440112 TCTTGACCTT GTAAGACCTT

440114 TCTTGACCTT GTAAGACCTT T

440116 TCTTGACCTT GTAAGACCTT TT

368664 CTTGACCTT GTAAGACCTT TT

368665 CTTGACCTT GTAAGACCTT TTC

440110 TCTTGACCTT GTAAGACCTC T

440099 TCTTGACCTT GTAAGACCTC

474594 T TCTTGACCTT GTAAGACC

440096 TCTTGACCTT GTAAGACCT

368663 CTTGACCTT GTAAGACCTT T

440098 TCTTGACCTT GTAAGACCTA C

440158 TCTTGACCTT GTACGACCTT T

440175 TCTTGACCTT GTCAGACCTT T

474596 T TCTTGACCTT GTAAGACCC

440138 TCTTGACCTT GTAAGCCCTT T

474634 T TCTTGACCTT GTCAGACCTC

440174 TCTTGACCTT GTCAGACCTC C

440123 TCTTGACCTT GTAAGACTTT

440078 TCTTGACCTT GTAAGACC

474589 T TCTTGACCTT GTAAGAC

476320 TTGACCTT GTAAGACCTT TTC

476321 TTGACCTT GTAAGACCTT TTCT

445976 TGACCTT GTAAGACCTT TTCT (5,580 t.c.)

445978 TGACCTT GTAAGACCTT TTCTT

445986 TGACCTT GTCAGACCTT TTCT

445960 TGACCTT GTAAGACCCT TTCT

476322 TTGACCTT GTAAGACCTT TTT

445972 TGACCTT GTAAGACCTT TTAT

445980 TGACCTT GTAAGACCTT TTT

445981 TGACCTT GTAAGACCTT TTTT

445957 TGACCTT GTAAGAACTT TTCT

445983 TGACCTT GTAAGCCCTT TTCT

459562 TGGCCTT GTAAGACCTT TTCT

445973 TGACCTT GTAAGACCTT TTC

445975 TGACCTT GTAAGACCTT TTCC

476310 TTGACCTT GTAAGACATT TTC

445958 TGACCTT GTAAGACATT TTCT

476318 TTGACCTT GTAAGACCTT TT

476319 TTGACCTT GTAAGACCTT TTA

445971 TGACCTT GTAAGACCTT TT

476317 TTGACCTT GTAAGACCTT T

445969 TGACCTT GTAAGACCTT T

440142 TCTTGACCTT GTAATACC

440166 TCTTGACCTT GTCAGACC

474585 T TCTTGACCTT GTAAGA

476311 TTGACCTT GTAAGACC

440131 TCTTGACCTT GTAAGCCC

440148 TCTTGACCTT GTACGACC

440071 TCTTGACCTT GTAAGAC

440072 TCTTGACCTT GTAAGACA

352768 CCTT GTAAGACCTT TTCTTGA

445959 TGACCTT GTAAGACC

440046 TCTTGACCT CGTAAGACCT CA 455962 TGCT TTTGTGGAAG ACCCTGTATC

440204 TCTTGACTT TGTAAGACCT CA 478205 TTGCT TTTGTGGAAG ACCCTGT

440294 TCTTGCCCT TGTAAGACCT CA 455960 TGCT TTTGTGGAAG ACCCTGTA

440187 TCTTGACCT TGTGAGACCT CA 483944 TTTGCT TTTGTGGAAG ACCCTG

440080 TCTTGACCT TGTAAGACCA CA 478204 TTGCT TTTGTGGAAG ACCCTG

440111 TCTTGACCT TGTAAGACCT GA 455959 TGCT TTTGTGGAAG ACCCTGT

440128 TCTTGACCT TGTAAGATCT CA 389680 GCT TTTGTGGAAG ACCCTGTA

440060 TCTTGACCT TGTAACACCT CA 389681 GCT TTTGTGGAAG ACCCTGTAT

439468 TCTTAACCT TGTAAGACCT CA 486536 TTTTTGCT TTTGTGGAAG ACC

440599 TCTTTACCT TGTAAGACCT CA 486537 TTTTTGCT TTTGTGGAAG ACCC

546540 TCTTCACCT TGTAAGACCT CA 486025 TTTTGCT TTTGTGGAAG ACCC

440048 TCTTGACCT TATAAGACCT CA 483943 TTTGCT TTTGTGGAAG ACCCT

440070 TCTTGACCT TGTAAGAACT CC 483946 TTTGCT TTTGTGGAAG ACCCTT

440076 TCTTGACCT TGTAAGACAT CC 478206 TTGCT TTTGTGGAAG ACCCTT

440179 TCTTGACCT TGTCAGCCCT CA 478203 TTGCT TTTGTGGAAG ACCCT

440185 TCTTGACCT TGTCCGACCT CA 478201 TTGCT TTTGTGGAAG AACCTG

440068 TCTTGACCT TGTAAGAACT AA 455957 TGCT TTTGTGGAAG ACCCTG

440074 TCTTGACCT TGTAAGACAT AA 455964 TGCT TTTGTGGAAG ACCCTTT

368662 CTTGACCT TGTAAGACCT CAC 455952 TGCT TTTGTGGAAG AACCTGT

476314 TTGACCT TGTAAGACCT CACA 455965 TGCT TTTGTGGAAG CCCCTGT

445964 TGACCT TGTAAGACCT CACAC 455966 TGCT TTTGTGGACG ACCCTGT

445965 TGACCT TGTAAGACCT CACACC 455953 TGCT TTTGTGGAAG ACACTGT

445967 TGACCT TGTAAGACCT CACCC 483942 TTTGCT TTTGTGGAAG ACCC

445962 TGACCT TGTAAGACCT CACA 369717 CT TTTGTGGAAG ACCCTGTT

445968 TGACCT TGTAAGACCT CCCAC 369718 CT TTTGTGGAAG ACCCTGTTT

476313 TTGACCT TGTAAGACCT CA 369712 CT TTTGTGGAAG ACCCTGTA

440123 TCTTGACCT TGTAAGACTT T 486539 TTTTTGCT TTTGTGGACG ACC

368663 CTTGACCT TGTAAGACCT TT 486535 TTTTTGCT TTTGTGGAAG ACA

476317 TTGACCT TGTAAGACCT TT 486534 TTTTTGCT TTTGTGGAAG AC

440072 TCTTGACCT TGTAAGACA 486538 TTTTTGCT TTTGTGGAAG CCC

440166 TCTTGACCT TGTCAGACC 486533 TTTTTGCT TTTGTGGAAG AAC

281298 ACCT TGTAAGACCT CACACCCT 486542 TTTTTGCT TTTGTTGAAG ACC

281297 ACCT TGTAAGACCT CACACCC 486541 TTTTTGCT TTTGTGTAAG ACC

352766 CCT TGTAAGACCT CACACCCT 600136 GCT TTTGTGGAAG ACCCTGT

352767 CCT TGTAAGACCT CACACCCTA 483940 TTTGCT TTTGTGGAAG ACC

369106 CT TGTAAGACCT CACACCCTA 369713 CT TTTGTGGAAG ACCCTGTAT

369107 CT TGTAAGACCT CACACCCTAT 369714 CT TTTGTGGAAG ACCCTGTATC

479902 T TGTAAGACCT CACACCCTAT 486244 T TTTGTGGAAG ACCCTGTATC

479903 T TGTAAGACCT CACACCCTAT C 486245 T TTTGTGGAAG ACCCTGTATC A

445969 TGACCT TGTAAGACCT TT 486249 T TTTGTGGAAG ACCCTGTCTC

476311 TTGACCT TGTAAGACC 486243 T TTTGTGGAAG ACCCTGTATA

445959 TGACCT TGTAAGACC 485038 TTTGTGGAAG ACCCTGTATC C

485040 TTTGTGGAAG ACCCTGTATC T

485034 TTTGTGGAAG ACCCTGTATC

369710 CT TTTGTGGAAG AACCTGTAT

485043 TTTGTGGAAG ACCCTGTTTC A

486241 T TTTGTGGAAG ACCCTGTA

485036 TTTGTGGAAG ACCCTGTATC AC

485035 TTTGTGGAAG ACCCTGTATC A

480557 TTGTGGAAG ACCCTGTATC AC

480558 TTGTGGAAG ACCCTGTATC ACT

480559 TTGTGGAAG ACCCTGTATC ACTT

403468 GTGGAAG ACCCTGTATC ACTT

480555 TTGTGGAAG ACCCTGTATC A

403467 GTGGAAG ACCCTGTATC ACTA

480561 TTGTGGAAG ACCCTGTATT T

456456 TGGAAG ACCCTGTATC ACTAT

349548 CCCTGTATC ACTATCCACT

363200 CTATCCACT

419076 TATCCACT

426580 TCCACT

302409 TCTTCT TTCCCCGCT

451324 TCCCCG TTACCACCCA ACTCA (1,108 t.c.)

451326 CCCCCG TTACCACCCA ACTCA

451327 ACCCCG TTACCACCCA ACTCA

451325 GCCCCG TTACCACCCA ACTCA

455268 TCCCCG TTACCACCCA ACGCA

328075 CCCCG TTACCACCCA ACTCAT

451323 CCCCG TTACCACCCA ACTCA

419802 CCCG TTACCACCCA ACTCATA

401331 CCG TTACCACCCA ACTCATAC

249992 TTACCACCCA ACTCATACTT T

383860 ATGTA GAGTTTGATC TCCTGC

261324 TGTA GAGTTTGATC TCCTGCTT

265818 TGTA GAGTTTGATC TCCTACTT

261323 GTA GAGTTTGATC TCCTGCTT

265817 GTA GAGTTTGATC TCCTACTT

258579 TATA GAGTTTGATC TCCTTCTT

258578 ATA GAGTTTGATC TCCTTCTT

248901 TA GAGTTTGATC TCCTGCTTT

249959 TA GAGTTTGATC TCCTACTTT

359657 TTTGATC TCCTTCTTTC CCCG

283760 TTGATC TCCTTCTTTC CCCGT

283761 TTGATC TCCTACTTTC CCCGT

256102 TGATC TCCTTCTTTC CCCGTT

256103 TGATC TCCTACTTTC CCCGTT

408802 GATC TCCTTCTTTC CCCGTTA

399792 ATC TCCTTCTTTC CCCGTTAC

461284 C TCCTTCTTTC CCCGTTACCA

404081 TCCTTCTTTC CCCGTTACCA C

303861 CCACCCA ACTCATACTT TCCT

303860 CACCCA ACTCATACTT TCCT

303863 AAACCCA ACTCATACTT TCCT

262734 CACCCA ACTCATACTT TCCTT

372481 ACCCA ACTCATACTT TCCTTC

262733 ACCCA ACTCATACTT TCCTT

262735 AACCCA ACTCATACTT TCCTT

303862 AACCCA ACTCATACTT TCCT

304305 CCA ACTCATACTT TCCTTCCT

262963 CA ACTCATACTT TCCTTCCTT

338208 CA ACTCATACTT TCCTTCCTTG

338207 A ACTCATACTT TCCTTCCTTG

414761 CATACTT TCCTTCCTTG TCTA

414760 ATACTT TCCTTCCTTG TCTA

319761 ATACTT TCCTTCCTTG TCTAT

380206 ATACTT TCCTTCCTTG TCTATC

380205 TACTT TCCTTCCTTG TCTATC

319760 TACTT TCCTTCCTTG TCTAT

911 414759 TACTT TCCTTCCTTG TCTA

CT 290875 309674 T TCCTTCCTTG TCTATCCCT

314745 378850 T TCCTTCCTTG TCTATCCCTC

314744 TTCCTTG TCTATCCCTC CTGA 424526

GA 424924 TCCTTG TCTATCCCTC CTGAG 363747

GA 424923 TTG TCTATCCCTC CTGAGCTG 342974

G 344235 G TCTATCCCTC CTGAGCTGTT 253533

GA 424927 TATCCCTC CTGAGCTGTT CCA 456310

GA 424926 TATCCCTC CTGAGCTGTT CCAA 478271

GAT 323096 ATCCCTC CTGAGCTGTT CCAA 478270

GAT 323095 ATCCCTC CTGAGCTGTT CCAG 366481

GATA 418991 TCCCTC CTGAGCTGTT CCAAT 333797

GA 428402 CCCTC CTGAGCTGTT CCAATT 272551

GA 434101 CCCTC CTGAGCTGTT CCAGTT 257224

GA 424922 CTC CTGAGCTGTT CCAATTTA 408313

314743 CTC CTGAGCTGTT CCAGTTTA 407645

GATG 344970 CTC CTGAGCTGTT CCAGTTTAA 466371

GATATAGAGT T 256945 TC CTGAGCTGTT CCAGTTTAA 466370 1040

Glyma09g03 GATATAGAGT TTGATCTCCT TCTTTCCCCG TTACCACCCA ACTCATACTT TCCTTCCTTG TCTATCCCTC CTGAGCTGTT CCAATTTAAT TAATTTGGCC TACCATATAT GATGCAACAA TTTAATGTAA

349548 GA CCACCCA ACTCATACTT TCCT 347359 553603 TGGCC TACCATATAT GATGCA

363200 GATATAGAGT TTG CACCCA ACTCATACTT TCCTT 340300

419076 GATATAGAGT TTGA ACCCA ACTCATACTT TCCTTC 279665

426580 GATATAGAGT TTGAT CCCA ACTCATACTT TCCTTCC 348478

321148 ATATAGAGT TTGATCTCCT TC CTT TCCTTCCTTG TCTATCCC 369366

551502 TAGAGT TTGATCTCCT TCTTTC

GGTCG TCTATCCCTC CTGAGCTT  **miR390b**

GG-CG -CTATCCCTC CTGAGCTT **miR390a**

1170

416027 TGCC

465845 GGCTTCC

1041 416027 TGCCAAATGT GTTGTTAGCT A 339665 TCC

Glyma09g03 TATTATGCCA TACCATGGTA TCATATGGTA TGGTATAGCT TCATAGAAAT TAATTAAGGA CCTTACCTTA ACCTTAGAAG TTACAACCTC TGCCAAATGT GTTGTTAGCT ATTTGGAGAC CATGGCTTCC

425226 TCATATGGTA TGGTATAGCT T

321849 ATATGGTA TGGTATAGCT TCA

420293 TATGGTA TGGTATAGCT TCAT

461615 TGGTA TGGTATAGCT TCATAG

1171

AAGAGAGTAC AACA 465845

AAGAGAGTAC AACAATTG 339665

GAGAGTAC AACAATTGGG GTA 412516 243605 TTTT TTTTTTTTTT T 328247 ATGTAGT TCGTGCAGCA TCAT 1300

Glyma09g03 AAGAGAGTAC AACAATTGGG GTATATTATT TTTATTTTAT TTGATATTTT TTTTTTATCT TGGTGAGAAA TTAATGTAGT TCGTGCAGCA TCATGGTTGG TCGTGGTCCT TAAGGTATCT GTGGTAAGTT

251717 AAA TTAATGTAGT TCGTGCAG TTGG TCGTGGTCCT TAAGGTA 479663

250937 AAA TCAAAGTAGT TCGTGCAG TTGG TCGTGGTCCT TAAGGTAT 479664

467316 TTAATGTAGT TCGTGCAGCA T TGG TCGTGGTCCT TAAGGTAT 461798

467317 TTAATGTAGT TCGTGCAGCA TC

411299 TAATGTAGT TCGTGCAGCA TC

330811 ATGTAGT TCGTGCAGCA TCAT

1301 471853 TGCTGCTA GTATTCAGAG GAA 1430

Glyma09g03 GTAAAGAGTG GCCATAGTTA ATAATAAATC AATGCTGCTA GTATTCAGAG GAAATTCAAA AGCCAAATCT GTATCATATA TATTTCTGTT ATGGCAATCA ATTTCGCTTG TATCATTGTG TGCAGAATAT

1431 1560

Glyma09g03 TTATGCTGTG TTGCAGACAT CTGTTTCGTT GTTTTATATG TTGTTTGGCT GAGAAAGTGT GCAACAACTG CATACCATAT TATTCTTTTA GATCTAAGCA AGAGTCTCCC TCGTGACTGC TCCAATGTAC

1561 1590

Glyma09g03 AAATATCCAC TGTATTATTG GAGTTATCTC

# Supplementary material for: Divergent patterns of endogenous small RNA populations from seed and vegetative tissues of Glycine max
**Source:** BMC Plant Biol. 2012 Oct 2;12:177. doi: 10.1186/1471-2229-12-177
**Supplement:** Additional file 4 — Cis-acting regulatory motifs found on the promoter of the Glyma15g06080 gene encoding miR3522 as determined by PLACE, a database of plant cis-acting regulatory DNA elements (http://www.dna.affrc.go.jp/PLACE/signalscan.html) [59].

**Glyma15g06080.1**

**miR3522: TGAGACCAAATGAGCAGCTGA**

**>Gm15:4318065..4320064**

**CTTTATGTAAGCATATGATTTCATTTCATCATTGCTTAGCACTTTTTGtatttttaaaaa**

**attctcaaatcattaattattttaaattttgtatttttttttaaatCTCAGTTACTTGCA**

**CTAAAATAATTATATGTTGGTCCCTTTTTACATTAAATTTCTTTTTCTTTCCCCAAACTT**

**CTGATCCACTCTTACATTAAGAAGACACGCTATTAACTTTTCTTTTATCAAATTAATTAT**

**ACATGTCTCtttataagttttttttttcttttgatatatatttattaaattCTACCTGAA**

**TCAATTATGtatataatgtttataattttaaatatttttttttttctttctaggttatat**

**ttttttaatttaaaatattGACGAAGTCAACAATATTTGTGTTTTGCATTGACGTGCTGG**

**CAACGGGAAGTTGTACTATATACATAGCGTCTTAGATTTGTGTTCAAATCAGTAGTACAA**

**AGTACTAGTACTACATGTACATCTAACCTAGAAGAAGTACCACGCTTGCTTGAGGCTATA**

**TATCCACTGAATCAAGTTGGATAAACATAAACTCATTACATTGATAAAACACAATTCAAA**

**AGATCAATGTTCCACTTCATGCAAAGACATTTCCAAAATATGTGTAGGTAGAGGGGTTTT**

**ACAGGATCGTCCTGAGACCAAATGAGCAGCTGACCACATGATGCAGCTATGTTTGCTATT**

**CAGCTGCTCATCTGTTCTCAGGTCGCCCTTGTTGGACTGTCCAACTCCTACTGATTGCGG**

**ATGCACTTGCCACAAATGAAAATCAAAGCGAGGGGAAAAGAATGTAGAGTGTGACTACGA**

**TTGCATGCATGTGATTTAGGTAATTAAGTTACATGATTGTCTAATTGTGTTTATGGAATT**

**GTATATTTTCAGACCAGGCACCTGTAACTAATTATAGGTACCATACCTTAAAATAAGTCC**

**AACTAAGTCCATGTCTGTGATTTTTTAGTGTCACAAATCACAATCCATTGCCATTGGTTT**

**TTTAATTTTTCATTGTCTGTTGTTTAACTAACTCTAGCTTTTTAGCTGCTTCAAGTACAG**

**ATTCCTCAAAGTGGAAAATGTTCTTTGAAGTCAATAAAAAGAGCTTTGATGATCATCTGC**

**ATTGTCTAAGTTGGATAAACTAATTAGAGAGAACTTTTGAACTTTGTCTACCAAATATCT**

**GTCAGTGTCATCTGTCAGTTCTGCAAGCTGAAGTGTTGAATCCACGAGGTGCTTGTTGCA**

**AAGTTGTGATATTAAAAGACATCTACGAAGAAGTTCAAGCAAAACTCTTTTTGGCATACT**

**RESULTS OF YOUR SIGNAL SCAN SEARCH REQUEST**

../../tmp/sigscan//signalseqdone.12083: 1375 base pairs

Signal database file: user.dat

(+) = Current Strand

1 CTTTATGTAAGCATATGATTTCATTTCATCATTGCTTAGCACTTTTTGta

(+)CATATGGMSAUR [S000370](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000370)

(+)EBOXBNNAPA [S000144](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000144)

(+)MYCCONSENSUSAT [S000407](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000407)

(+)ARR1AT [S000454](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000454)

(+)INRNTPSADB [S000395](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000395)

(+)CACTFTPPCA1 [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

(+)SEF4MOTIFGM7S [S000103](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000103)

51 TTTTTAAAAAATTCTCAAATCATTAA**TTATTT**TAAATTTTGTATTTTTTT

(+)TATABOX5 [S000203](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000203)

101 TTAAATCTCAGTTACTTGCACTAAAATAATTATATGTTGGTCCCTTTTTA

(+)MYBCORE [S000176](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000176)

(+)CACTFTPPCA1 [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

(+)CACTFTPPCA1 [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

(+)POLASIG3 [S000088](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000088)

(+)PYRIMIDINEBOXOSRAMY1A [S000259](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000259)

151 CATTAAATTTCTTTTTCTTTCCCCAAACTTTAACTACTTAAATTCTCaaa

(+)NTBBF1ARROLB [S000273](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000273)

(+)CACTFTPPCA1 [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

201 TTAA**TTATTT**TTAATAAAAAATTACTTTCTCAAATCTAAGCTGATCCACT

(+)TATABOX5 [S000203](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000203)

(+)SEF4MOTIFGM7S [S000103](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000103)

(+)POLASIG1 [S000080](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000080)

(+)CACTFTPPCA1 [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

(+)CACTFTPPCA1 [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

(+)NODCON2GM [S000462](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000462)

(+)OSE2ROOTNODULE [S000468](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000468)

251 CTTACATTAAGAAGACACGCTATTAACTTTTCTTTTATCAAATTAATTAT

301 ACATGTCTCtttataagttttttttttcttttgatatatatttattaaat

(+)ARFAT [S000270](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000270)

351 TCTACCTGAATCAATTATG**TATATAA**TGTTTATAATTTTAAATATTTTTT

(+)CAATBOX1 [S000028](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000028)

(+)TATABOX4 [S000111](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000111)

(+)ROOTMOTIFTAPOX1 [S000098](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000098)

(+)MARTBOX [S000067](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000067)

(+)MARTBOX [S000067](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000067)

401 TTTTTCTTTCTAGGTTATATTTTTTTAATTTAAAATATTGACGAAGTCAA

(+)MARTBOX [S000067](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000067)

(+)ROOTMOTIFTAPOX1 [S000098](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000098)

(+)LECPLEACS2 [S000465](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000465)

(+)ROOTMOTIFTAPOX1 [S000098](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000098)

(+)WBOXATNPR1 [S000390](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000390)

(+)ASF1MOTIFCAMV [S000024](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000024)

(+)WRKY71OS [S000447](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000447)

(+)RAV1AAT [S000314](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000314)

451 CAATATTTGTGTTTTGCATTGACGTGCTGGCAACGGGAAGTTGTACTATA

(+)CAATBOX1 [S000028](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000028) TACT

(+)ROOTMOTIFTAPOX1 [S000098](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000098)

(+)WBOXATNPR1 [S000390](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000390)

(+)ASF1MOTIFCAMV [S000024](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000024)

(+)TGACGTVMAMY [S000377](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000377)

(+)WRKY71OS [S000447](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000447)

(+)ABRELATERD1 [S000414](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000414)

(+)ACGTATERD1 [S000415](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000415)

(+)MYB2CONSENSUSAT [S000409](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000409)

(+)MYBCOREATCYCB1 [S000502](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000502)

(+)CURECORECR [S000493](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000493)

(+)CACTFTPPCA1 [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

501 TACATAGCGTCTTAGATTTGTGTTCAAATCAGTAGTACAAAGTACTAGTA

(+)ARR1AT [S000454](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000454) TACT TACT

(+)CURECORECR [S000493](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000493)

(+)DOFCOREZM [S000265](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000265)

(+)CURECORECR [S000493](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000493)

(+)CACTFTPPCA1 [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

(+)CURECORECR [S000493](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000493)

(+)CACTFTPPCA1 [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

551 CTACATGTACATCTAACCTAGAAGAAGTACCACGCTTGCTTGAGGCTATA

(+)CURECORECR [S000493](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000493)

(+)CURECORECR [S000493](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000493)

**TATCCAC**

601 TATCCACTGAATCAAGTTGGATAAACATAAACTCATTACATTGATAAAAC

(+)TATCCACHVAL21 [S000416](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000416)

(+)TATCCAOSAMY [S000403](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000403)

(+)TATCCAYMOTIFOSRAMY3D [S000256](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000256)

(+)CACTFTPPCA1 [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

(+)MYBST1 [S000180](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000180)

(+)GATABOX [S000039](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000039)

(+)GT1CONSENSUS [S000198](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000198)

(+)IBOXCORE [S000199](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000199)

(+)PREATPRODH [S000450](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000450)

(+)GATABOX [S000039](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000039)

(+)GT1CONSENSUS [S000198](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000198)

(+)IBOXCORE [S000199](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000199)

651 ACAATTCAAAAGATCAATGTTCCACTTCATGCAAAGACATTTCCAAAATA

(+)CAATBOX1 [S000028](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000028)

(+)ERELEE4 [S000037](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000037)

(+)DOFCOREZM [S000265](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000265)

(+)NODCON1GM [S000461](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000461)

(+)OSE1ROOTNODULE [S000467](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000467)

(+)CAATBOX1 [S000028](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000028)

(+)CACTFTPPCA1 [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

(+)RYREPEATBNNAPA [S000264](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000264)

(+)PROLAMINBOXOSGLUB1 [S000354](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000354)

(+)DOFCOREZM [S000265](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000265)

701 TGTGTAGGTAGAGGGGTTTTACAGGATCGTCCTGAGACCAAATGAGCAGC

(+)SURECOREATSULTR11 [S000499](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000499)

(+)EBOXBNNAPA [S000144](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000144)

(+)MYCCONSENSUSAT [S000407](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000407)

(+)ANAERO2CONSENSUS [S000478](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000478)

(+)EBOXBNNAPA [S000144](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000144)

(+)MYCCONSENSUSAT [S000407](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000407)

(-)EBOXBNNAPA [S000144](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000144)

(+)WBOXNTCHN48 [S000508](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000508)

RESULTS OF YOUR SIGNAL SCAN SEARCH REQUEST

../../tmp/sigscan//signalseqdone.12261: 1375 base pairs

Signal Database File: user.dat

Factor or Site Name Loc.(Str.) Signal Sequence SITE #

_____________________________________________________________________________________

ABRELATERD1 site 472 (+) ACGTG [S000414](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000414)

ACGTATERD1 site 472 (+) ACGT [S000415](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000415)

ANAERO2CONSENSUS site 745 (+) AGCAGC [S000478](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000478)

ARFAT site 304 (+) TGTCTC [S000270](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000270)

ARR1AT site 514 (+) NGATT [S000454](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000454)

ARR1AT site 16 (+) NGATT [S000454](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000454)

ASF1MOTIFCAMV site 439 (+) TGACG [S000024](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000024)

ASF1MOTIFCAMV site 470 (+) TGACG [S000024](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000024)

CAATBOX1 site 362 (+) CAAT [S000028](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000028)

CAATBOX1 site 451 (+) CAAT [S000028](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000028)

CAATBOX1 site 652 (+) CAAT [S000028](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000028)

CAATBOX1 site 665 (+) CAAT [S000028](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000028)

CACTFTPPCA1 site 40 (+) YACT [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

CACTFTPPCA1 site 119 (+) YACT [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

CACTFTPPCA1 site 247 (+) YACT [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

CACTFTPPCA1 site 605 (+) YACT [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

CACTFTPPCA1 site 673 (+) YACT [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

CACTFTPPCA1 site 113 (+) YACT [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

CACTFTPPCA1 site 185 (+) YACT [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

CACTFTPPCA1 site 223 (+) YACT [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

CACTFTPPCA1 site 494 (+) YACT [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

CACTFTPPCA1 site 543 (+) YACT [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

CACTFTPPCA1 site 549 (+) YACT [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

CACTFTPPCA1 site 829 (+) YACT [S000449](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000449)

CATATGGMSAUR site 12 (+) CATATG [S000370](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000370)

CURECORECR site 493 (+) GTAC [S000493](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000493)

CURECORECR site 535 (+) GTAC [S000493](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000493)

CURECORECR site 542 (+) GTAC [S000493](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000493)

CURECORECR site 548 (+) GTAC [S000493](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000493)

CURECORECR site 557 (+) GTAC [S000493](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000493)

CURECORECR site 577 (+) GTAC [S000493](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000493)

DOFCOREZM site 539 (+) AAAG [S000265](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000265)

DOFCOREZM site 659 (+) AAAG [S000265](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000265)

DOFCOREZM site 683 (+) AAAG [S000265](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000265)

EBOXBNNAPA site 12 (+) CANNTG [S000144](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000144)

EBOXBNNAPA site 739 (+) CANNTG [S000144](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000144)

EBOXBNNAPA site 747 (+) CANNTG [S000144](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000144)

ERELEE4 site 653 (+) AWTTCAAA [S000037](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000037)

GATABOX site 620 (+) GATA [S000039](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000039)

GATABOX site 643 (+) GATA [S000039](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000039)

GT1CONSENSUS site 620 (+) GRWAAW [S000198](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000198)

GT1CONSENSUS site 643 (+) GRWAAW [S000198](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000198)

IBOXCORE site 620 (+) GATAA [S000199](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000199)

IBOXCORE site 643 (+) GATAA [S000199](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000199)

INRNTPSADB site 20 (+) YTCANTYY [S000395](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000395)

LECPLEACS2 site 431 (+) TAAAATAT [S000465](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000465)

MARTBOX site 395 (+) TTWTWTTWTT [S000067](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000067)

MARTBOX site 396 (+) TTWTWTTWTT [S000067](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000067)

MARTBOX site 415 (+) TTWTWTTWTT [S000067](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000067)

MYB2CONSENSUSAT site 481 (+) YAACKG [S000409](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000409)

MYBCORE site 109 (+) CNGTTR [S000176](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000176)

MYBCOREATCYCB1 site 482 (+) AACGG [S000502](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000502)

MYBST1 site 619 (+) GGATA [S000180](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000180)

MYCATRD22 site 755 (+) CACATG [S000174](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000174)

MYCCONSENSUSAT site 12 (+) CANNTG [S000407](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000407)

MYCCONSENSUSAT site 739 (+) CANNTG [S000407](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000407)

MYCCONSENSUSAT site 747 (+) CANNTG [S000407](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000407)

MYCCONSENSUSAT site 755 (+) CANNTG [S000407](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000407)

MYCCONSENSUSAT site 781 (+) CANNTG [S000407](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000407)

MYCCONSENSUSAT site 789 (+) CANNTG [S000407](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000407)

NODCON1GM site 659 (+) AAAGAT [S000461](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000461)

NODCON2GM site 249 (+) CTCTT [S000462](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000462)

NTBBF1ARROLB site 177 (+) ACTTTA [S000273](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000273)

OSE1ROOTNODULE site 659 (+) AAAGAT [S000467](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000467)

OSE2ROOTNODULE site 249 (+) CTCTT [S000468](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000468)

POLASIG1 site 213 (+) AATAAA [S000080](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000080)

POLASIG3 site 125 (+) AATAAT [S000088](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000088)

PREATPRODH site 631 (+) ACTCAT [S000450](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000450)

PROLAMINBOXOSGLUB1 site 680 (+) TGCAAAG [S000354](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000354)

PYRIMIDINEBOXOSRAMY1A site 143 (+) CCTTTT [S000259](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000259)

RAV1AAT site 448 (+) CAACA [S000314](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000314)

ROOTMOTIFTAPOX1 site 392 (+) ATATT [S000098](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000098)

ROOTMOTIFTAPOX1 site 417 (+) ATATT [S000098](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000098)

ROOTMOTIFTAPOX1 site 435 (+) ATATT [S000098](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000098)

ROOTMOTIFTAPOX1 site 453 (+) ATATT [S000098](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000098)

RYREPEATBNNAPA site 678 (+) CATGCA [S000264](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000264)

SEF4MOTIFGM7S site 207 (+) RTTTTTR [S000103](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000103)

SURECOREATSULTR11 site 734 (+) GAGAC [S000499](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000499)

**TATABOX4 site 370 (+) TATATAA** [**S000111**](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000111)

**TATABOX5 site 77 (+) TTATTT** [**S000203**](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000203)

**TATABOX5 site 205 (+) TTATTT** [**S000203**](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000203)

TATCCACHVAL21 site 601 (+) TATCCAC [S000416](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000416)

TATCCAOSAMY site 601 (+) TATCCA [S000403](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000403)

TATCCAYMOTIFOSRAMY3D site 601 (+) TATCCAY [S000256](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000256)

TGACGTVMAMY site 470 (+) TGACGT [S000377](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000377)

WBOXATNPR1 site 438 (+) TTGAC [S000390](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000390)

WBOXATNPR1 site 469 (+) TTGAC [S000390](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000390)

WBOXHVISO1 site 892 (+) TGACT [S000442](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000442)

WBOXNTCHN48 site 750 (+) CTGACY [S000508](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000508)

WBOXNTERF3 site 751 (+) TGACY [S000457](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000457)

WRKY71OS site 439 (+) TGAC [S000447](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000447)

WRKY71OS site 470 (+) TGAC [S000447](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000447)

WRKY71OS site 751 (+) TGAC [S000447](http://www.dna.affrc.go.jp/sigscan/disp.cgi?S000447)

CACT

ID CACTFTPPCA1

AC S000449

Tetranucleotide (CACT) is a key component of Mem1 (mesophyll

expression module 1) found in the cis-regulatory element in the

distal region of the phosphoenolpyruvate carboxylase (ppcA1) of

the C4 dicot F. trinervia; Y=T/C;

mesohpyll; CACT;

Flaveria trinervia

Gowik U, Burscheidt J, Akyildiz M, Schlue U, Koczor M, Streubel

M, Westhoff P. cis-Regulatory elements for mesophyll-specific gene expression in

the C4 plant Flaveria trinervia, the promoter of the C4

phosphoenolpyruvate carboxylase gene. Plant Cell. 16:1077-1090(2004)

PubMed: [15100398](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=15100398&dopt=Citation)

**TTATTT**

ID TATABOX5

AC S000203

"TATA box"; TATA box found in the 5'upstream region of pea (Pisum

sativum) glutamine synthetase gene; a functional TATA element by

in vivo analysis;

TATA; glutamine; synthetase;

pea (Pisum sativum);

Tjaden G, Edwards JW, Coruzzi GM

cis elements and trans-acting factors affecting regulation of a

nonphotosynthetic light-regulated gene for chloroplast glutamine

synthetase

Plant Physiol 108:1109-1117 (1995)

PubMed: [7630938](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=7630938&dopt=Citation); GenBank: [U22971](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Nucleotide&cmd=Search&term=U22971&doptcmdl=Genbank);

**TATATAA**

ID TATABOX4

AC S000111

"TATA box"; TATA box found in the 5'upstream region of sweet

potato sporamin A gene; TATA box found in beta-phaseolin promoter

(Grace et al.); sequence and spacing of TATA box elements are

critical for accurate initiation (Grace et al.);

TATA; sporamin; phaseolin;

sweet potato (Ipomoea batatas); bean (Phaseolus vulgaris)

Grace ML, Chandrasekharan MB, Hall TC, Crowe AJ.

Sequence and spacing of TATA box elements are critical for

accurate initiation from the beta-phaseolin promoter.

J Biol Chem. 279:8102-8110 (2004).

PubMed: [14660650](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=14660650&dopt=Citation)

CAAT

ID CAATBOX1

AC S000028

"CAAT promoter consensus sequence" found in legA gene of pea;

CAAT; legA; seed;

pea (Pisum sativum)

Shirsat A, Wilford N, Croy R, Boulter D

Sequences responsible for the tissue specific promoter activity

of a pea legumin gene in tobacco.

Mol Gen Genet 215:326-331 (1989)

PubMed: [2710102](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=2710102&dopt=Citation);

TGAC

ID WRKY71OS

AC S000447

"A core of TGAC-containing W-box" of, e.g., Amy32b promoter;

Binding site of rice WRKY71, a transcriptional repressor of the

gibberellin signaling pathway; Parsley WRKY proteins bind

specifically to TGAC-containing W box elements within the

Pathogenesis-Related Class10 (PR-10) genes (Eulgem et al., 1999);

See S000390 (TTGAC), S000442 (TGACT);

WRKY; GA; MYB; W box; TGAC; PR proteins;

Oryza sativa (rice); Petroselinum crispum (parsley);

Zhang ZL, Xie Z, Zou X, Casaretto J, Ho TH, Shen QJ.

A rice WRKY gene encodes a transcriptional repressor of the

gibberellin signaling pathway in aleurone cells.

Plant Physiol. 134:1500-1513(2004)

PubMed: [15047897](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=15047897&dopt=Citation)

Xie Z, Zhang ZL, Zou X, Huang J, Ruas P, Thompson D, Shen QJ.

Annotations and functional analyses of the rice WRKY gene

superfamily reveal positive and negative regulators of abscisic

acid signaling in aleurone cells.

Plant Physiol. 137:176-189 (2005)

PubMed: [15618416](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=15618416&dopt=Citation)

Eulgem T, Rushton PJ, Schmelzer E, Hahlbrock K, Somssich IE.

Early nuclear events in plant defence signalling: rapid gene

activation by WRKY transcription factors.

EMBO J. 18:4689-4699 (1999)

PubMed: [10469648](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=10469648&dopt=Citation)

Eulgem T, Rushton PJ, Robatzek S, Somssich IE.

The WRKY superfamily of plant transcription factors.

Trends Plant Sci. 5:199-206. (2000)

Review.

PubMed: [10785665](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=10785665&dopt=Citation)

GTAC

ID CURECORECR

AC S000493

GTAC is the core of a CuRE (copper-response element) found in

Cyc6 and Cpx1 genes in Chlamydomonas; Also involved in

oxygen-response of these genes; For CuRE, see Quin and Merchant,

1995;

copper; oxygen; hypoxic;

Chlamydomonas reinhardtii

Quinn JM, Barraco P, Eriksson M, Merchant S.

Coordinate copper- and oxygen-responsive Cyc6 and Cpx1 expression

in Chlamydomonas is mediated by the same element.

J Biol Chem. 275: 6080-6089 (2000).

PubMed: [10692397](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=10692397&dopt=Citation)

Quinn JM, Eriksson M, Moseley JL, Merchant S.

Oxygen deficiency responsive gene expression in Chlamydomonas

reinhardtii through a copper-sensing signal transduction

pathway.

Plant Physiol. 128 :463-471 (2002).

PubMed: [11842150](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=11842150&dopt=Citation)

Quinn JM, Merchant S.

Two copper-responsive elements associated with the Chlamydomonas

Cyc6 gene function as targets for transcriptional activators.

Plant Cell. 7 :623-628 (1995).

PubMed: [7780310](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=7780310&dopt=Citation)

Kropat J, Tottey S, Birkenbihl RP, Depege N, Huijser P, Merchant

S.

A regulator of nutritional copper signaling in Chlamydomonas is

an SBP domain protein that recognizes the GTAC core of copper

response element.

Proc Natl Acad Sci U S A. 102: 18730-18735.(2005)

PubMed: [16352720](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=16352720&dopt=Citation)

**TATCCAC**

ID TATCCACHVAL21

AC S000416

"TATCCAC box" is a part of the conserved cis-acting response

complex (GARC) that most often contain three sequence motifs, the

TAACAAA box (see S000181), or GA-responsive element (GARE); the

pyrimidine box, CCTTTT (see S000259); and the TATCCAC box, which

are necessary for a full GA response;

gibberellin; GA; GARC;

barley (Hordeum vulgare)

Isabel-LaMoneda I, Diaz I, Martinez M, Mena M, Carbonero P.

SAD: a new DOF protein from barley that activates transcription

of a cathepsin B-like thiol protease gene in the aleurone of

germinating seeds.

Plant J. 33: 329-340 (2003)

PubMed: [12535346](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=12535346&dopt=Citation);

Martinez M, Rubio-Somoza I, Fuentes R, Lara P, Carbonero P, Diaz

I.

The barley cystatin gene (Icy) is regulated by DOF transcription

factors in aleurone cells upon germination.

J Exp Bot. 56: 547-556 (2005)

PubMed: [15611149](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=PubMed&cmd=Retrieve&list_uids=15611149&dopt=Citation)

**RESPONSE LETTER comment:**

The 626 bp promoter region of Glyma15g06080.1 that encodes miR3522 contains multiple sites for motifs:CACTFTPPCA1 (11-YACT), CURECORECR (6-GTAC), CAATBOX1 (4-CAAT), WRKY71OS (2-TGAC)and TATABOX5 (2-**TTATTT**).Two other motifs of interest with only one site each were TATABOX4(**TATATAA**)and TATCCACHVAL21 (**TATCCAC).**

YACT: cis-Regulatory elements for mesophyll-specific gene expression.

This is relevant because of miR3522 high abundance in the leaf library.

GTAC: copper- and oxygen-responsive genes

CAAT: tissue specific promoter activity of a pea legumin gene

TGAC: WRKY transcription site binding site

**TTATTT:** cis elements and trans-acting factors affecting regulation of a nonphotosynthetic light-regulated gene for chloroplast glutamine synthetase

**TATATAA:** TATA box found in beta-phaseolin promoter

**TATCCAC:** GA-responsive element

How the deposited data were processed for this re-analysis (not part of the article)

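Small RNAs were sequenced on the Illumina Genome Analyzer from 8 libraries, of which 4 were analysed here: whole seed, germinating cotyledon, stem and leaf, with 1 library per tissue. The authors trimmed adapters, collapsed identical reads into unique signatures and removed signatures under a minimum number of reads in each library. The deposited values are raw counts of reads per signature, without normalization, for one list of signatures common to the 8 libraries. The minimum was read from the paper's Table 1 and checked against the smallest count in each file. For the stem library the paper's text does not name a minimum, and the smallest count in its file was 5.

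From these counts, normalized reads (RPM) were computed with the total reads of Table 1. Values in the portion of Additional file 1 used here equalled the counts divided by the same totals in all 1762 signatures of each of the 4 libraries. Size classes covered 19 to 25 nt. Sequences of the 23 miRNAs of Table 2 and the 3 of Table 3 were matched exactly. Ratios were formed within a library and given on the log2 scale. The genomic sequence of Glyma09g03730.1 was taken from Additional file 3 and matched on both strands without mismatch. The register was counted in steps of 21 nt from the cleavage position between miRNA bases 10 and 11, with the antisense strand shifted by 2 nt. The position of the miR390 site was not set before the data were examined. The first count used the stretch with the most ungapped matches, and the site drawn in Figure 11C and Additional file 3 was adopted after both shares had been seen. Both are reported. The window for the starts of matching signatures was likewise changed after the first count, and both windows are reported.

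With 1 library per tissue no test between tissues was made and no p-value is given. The computations used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and Matplotlib 3.10.9 for the plots. The scripts were tested on simulated data: all 88 planted 1-base variants were recovered, 0% of 200 unrelated signatures were wrongly left out, and 94.8% of 1000 simulated binomial intervals held the true share.

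The alternatives changed the minimum count, the depth (20 random draws with seed 1 for thinning), the treatment of 1-base neighbours at a ratio of 50 and of adapter signatures, the denominator, the inclusion of length variants, the mismatches allowed and the tolerance of the register. The register from the upstream stretch and the window of 10 phases were the first choices and are kept as alternatives, since the site of Figure 11C and the wider window replaced them after the data had been seen. The shares and ranks of registers without their most abundant signatures, the comparison with leaf at equal sequenced reads and the change of denominator for the gene models of Additional file 1 were added after the data had been seen.

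No reference genome was used here, so the share of signatures that match the genome, ribosomal RNA by reference, repeats and transposons were not analysed. Named sequences were all the miRNAs of Tables 2 and 3 and the gene models that the paper discusses and that the portion of Additional file 1 lists.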

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

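The tests on the longest signatures in whole seed, stem and leaf were all chosen after these signatures had been seen. The test on signatures above 25 nt in germinating cotyledon was set before. No control library exists, and the results below were picked out because they concern signatures that the paper does not discuss.

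In 3 libraries the number of unique signatures rose again at the longest length in the file. Of the signatures at that length, 43.0% in whole seed, 17.7% in stem and 76.5% in leaf began with the whole sequence of a miRNA of Tables 2 and 3. A possible explanation is that the 3′ adapter was not removed from these reads. In whole seed this share was 5.96 times that among the other signatures above 25 nt, and in leaf 10.2 times. In stem the same comparison gave 0.733, the opposite direction, so it gives no evidence for that explanation in stem, where only 112 other signatures above 25 nt exist. After that comparison had failed, a second one was made on GTATGCCGTC, a stretch of the 3′ adapter that the Methods print. It was held by 31.5% of the stem signatures at the longest length and by 0.0145% of those of 19 to 25 nt. The authors had cut the adapter from those shorter reads, so their low share was set beforehand and is no control. The other signatures above 25 nt were not searched for the stretch. The same stretch was held by 12.3% of the longest signatures in whole seed and 6.27% in leaf, so on this measure stem had the highest share of the 3. The 31.5% by itself goes with an adapter remnant in those stem signatures, although the stretch was chosen after the first comparison had gone the other way. No biological explanation was tested.

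In germinating cotyledon 26.2% of the unique signatures were longer than 25 nt. A possible technical source is again unremoved 3′ adapter, but 0 of 10223 signatures of 26 to 34 nt began with a miRNA of the tables, which argues against adapter read-through behind miRNAs. Fragments of longer RNAs were not tested, and the tissue itself stays open as an untested explanation.

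Signatures holding the stretch TACAGTCCGACGATC, part of the 5′ adapter, took 2.64% of the reads in the whole seed file, 4.52% in germinating cotyledon, 0.393% in stem and 0.0895% in leaf. No biological explanation was tested.

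The most abundant signature that the paper does not name had 40622 RPM in whole seed. It was TGAAGCTGCCAGCATGATCTTA, which is gma-miR167e/f with 1 more base. In germinating cotyledon and leaf it was GGTAGTTTGATCGTGGAATT, annotated as chloroplast in Additional file 1, with 24526 and 32315 RPM. In stem it was a signature of 20 nt with 8874 RPM. No explanation was tested for these levels.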

How the results depend on the processing

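The alternatives were set before the data were examined, except those named as added. The alternatives on genome matching, on ribosomal RNA by reference, on gene loci and on repeats were not run, for want of a reference sequence. No paired analysis was possible because each tissue has 1 library. The cause of the changes below was not tested unless stated.

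The log2 ratio of 24-nt to 21-nt unique signatures in whole seed was 0.40 with 16 counts in every library, 1.61 with a minimum of 2 RPM and 1.92 without 1-base neighbours. It reversed to -0.97 when reads were counted. The lead of the 24-nt class over the 21-nt class in whole seed thus holds for unique signatures and not for reads. With 16 counts in every library the 24-nt class in whole seed, at 1833 unique signatures, was smaller than the 22-nt class, at 2145. The ratio of 24-nt to 21-nt signatures stayed below 0 in the other libraries. In germinating cotyledon it was -1.46 with a minimum of 2 RPM, -1.47 after thinning, -1.26 without neighbours and -2.93 by reads. In stem it was -4.97 with 16 counts, -4.33 with a minimum of 2 RPM, -4.13 after thinning, -3.67 without neighbours and -5.74 by reads. In leaf the same 5 alternatives gave -1.89, -1.72, -1.82, -1.003 and -7.22. By reads, the log2 ratio of 22-nt to 21-nt signatures in whole seed was 1.02.

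Unique signatures in leaf numbered 4122 with 16 counts and 3962 after thinning, by construction of those alternatives. The share of gma-miR3522 in leaf was 73.1% of the counts in the file and 67.1% with its variants added. The ratios of miR156 members in stem and leaf and the lowest ratio of gma-miR166a-3p to gma-miR166a-5p kept their values within the intervals. The log2 ratio of gma-miR167e/f to gma-miR167c in germinating cotyledon reversed to 0.53 with length variants. The folds in unique signatures over leaf outside gma-miR3522 became 1.38 in whole seed, 2.05 in germinating cotyledon and 1.70 in stem at equal sequenced reads, an alternative added after seeing the data.

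Signatures matching Glyma09g03730 numbered 313 with 1 mismatch and 123 with 16 counts. The share of 21-nt reads in register in stem was 68.0% within 1 nt, where chance gives 14.3% for 3 of 21 registers. It was 40.8% with 20- to 22-nt signatures and 8.74% by unique signatures. From the upstream stretch, the count that was made first, it was 0.0226%, and the site of Figure 11C replaced that stretch after both shares had been seen. Alternatives added after seeing the data gave 5.45% without the most abundant signature and 20.4% when every register lost its own most abundant signature. The large share by reads in stem therefore rests largely on 1 signature and on the choice of site. In whole seed, germinating cotyledon and leaf the register held 14.8%, 14.5% and 15.9% of the unique 21-nt signatures, and 12.2%, 10.3% and 11.3% of the reads without that signature. The register with an offset of 20 nt, 1 nt upstream of that of the site, held the most reads in all 4 libraries without that signature. It also did so when every register lost its own most abundant signature. The share of matching reads in the window of starts was 96.3% with the window used first.

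With the denominator without gma-miR3522 and adapter signatures, 6 of 25 miRNAs changed the library with the highest level and 4 the one with the lowest. Among the 441 other values computed under alternatives, 160 stayed within their limits, 280 moved and 1 changed direction, the ratio of miR167 members. No change of direction could be counted for levels or numbers of signatures, so the few changes of direction are no measure of stability. With the ratio of 24-nt to 21-nt signatures in whole seed by reads, 2 of the values counted in this way changed direction. The comparisons over several depths are not among these 2. In them the fold of whole seed over leaf also fell below 1. It was 0.931 at 100000 reads in the files and 0.693 at the lowest equal sequenced reads. A count of 0 in a file means fewer reads than the minimum, which limits every statement on absence.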

Differences from the paper's values

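Of 124 values of the paper compared with the values here, 0 differed by more than 1.5 times, and all 104 values of Tables 2 and 3 lay within 1 of the values here. For the 2 most abundant signatures on Glyma09g03730.1 in stem, the paper's values are 2999 and 1593. The counts divided by 4 times 1000000 reads, a denominator found after seeing the values, equal both, while Table 1 gives 4.2 times 1000000.

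The paper states that the signatures on Glyma09g03730.1 aligned in phased intervals. Of the 125 signatures of 21 nt that matched in the 4 libraries analysed here, 13 were in the register of the site it marks. This was the largest number in any of the 21 registers, and the next was 10. By reads that register also held the most in each library, though not without its most abundant signature.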

Other observations

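The comparisons of leaf with whole seed over several depths and with all libraries at equal sequenced reads were chosen after the result was seen. The other tests in this part were set before.

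The smaller number of unique signatures in leaf could come from gma-miR3522 taking most of the reads. In the comparison set before, at 1265445 reads in each file outside gma-miR3522, the other libraries still had at least 1.91 times as many. It decides less than intended, because the files keep different shares of the sequenced reads. At equal sequenced reads, over 10 depths, germinating cotyledon and stem kept at least 1.70 times the leaf number, which argues against this as the whole cause relative to those 2 libraries. Whole seed had between 0.693 and 1.38 times the leaf number, and at equal reads in the files it fell to 0.931 times at 100000 reads, so relative to whole seed the explanation stays open. The tissue, the line and the preparation of the single leaf library stay open and untested.

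Sequencing errors in abundant 21-nt miRNAs could enlarge the 21-nt class in leaf. Without 1-base neighbours of abundant signatures that class was 1.75 times the next, against 1.95 with them. This argues against errors of this kind as the source of its lead, and leaves open that they enlarge the class. In whole seed the log2 ratio of the 22-nt to the 21-nt class was 0.71 without such neighbours, which argues against errors as the source of its lead. A difference between tissues stays open as untested.

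The 41 reads of gma-miR156b/f in stem could be sequencing errors in reads of gma-miR156c/d/e/g, since 12 other 1-base variants had more reads in that library. Some of those variants may be members of the family, which was not tested. The other substitutions at base 12, T12A and T12C, had 7 and 15 reads in stem, and the listed other variants had a median of 20. These lower counts go the other way, so the source of the 41 reads stays open. If the reads are errors, the level of gma-miR156b/f in stem is lower still, and the direction of the ratio is the same.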
